# Transcriptomics and proteomics analyses of the PACAP38 influenced ischemic brain in permanent middle cerebral artery occlusion model mice

**DOI:** 10.1186/1742-2094-9-256

**Published:** 2012-11-23

**Authors:** Motohide Hori, Tomoya Nakamachi, Randeep Rakwal, Junko Shibato, Tetsuo Ogawa, Toshihiro Aiuchi, Tatsuaki Tsuruyama, Keiji Tamaki, Seiji Shioda

**Keywords:** CRMP2, Crtam, DNA microarray, Gabra6, Ischemia, *Il6*, Neuroprotection, PACAP

## Abstract

**Introduction:**

The neuropeptide pituitary adenylate cyclase-activating polypeptide (PACAP) is considered to be a potential therapeutic agent for prevention of cerebral ischemia. Ischemia is a most common cause of death after heart attack and cancer causing major negative social and economic consequences. This study was designed to investigate the effect of PACAP38 injection intracerebroventrically in a mouse model of permanent middle cerebral artery occlusion (PMCAO) along with corresponding SHAM control that used 0.9% saline injection.

**Methods:**

Ischemic and non-ischemic brain tissues were sampled at 6 and 24 hours post-treatment. Following behavioral analyses to confirm whether the ischemia has occurred, we investigated the genome-wide changes in gene and protein expression using DNA microarray chip (4x44K, Agilent) and two-dimensional gel electrophoresis (2-DGE) coupled with matrix assisted laser desorption/ionization-time of flight-mass spectrometry (MALDI-TOF-MS), respectively. Western blotting and immunofluorescent staining were also used to further examine the identified protein factor.

**Results:**

Our results revealed numerous changes in the transcriptome of ischemic hemisphere (ipsilateral) treated with PACAP38 compared to the saline-injected SHAM control hemisphere (contralateral). Previously known (such as the interleukin family) and novel (*Gabra6*, *Crtam*) genes were identified under PACAP influence. In parallel, 2-DGE analysis revealed a highly expressed protein spot in the ischemic hemisphere that was identified as dihydropyrimidinase-related protein 2 (DPYL2). The DPYL2, also known as Crmp2, is a marker for the axonal growth and nerve development. Interestingly, PACAP treatment slightly increased its abundance (by 2-DGE and immunostaining) at 6 h but not at 24 h in the ischemic hemisphere, suggesting PACAP activates neuronal defense mechanism early on.

**Conclusions:**

This study provides a detailed inventory of PACAP influenced gene expressions and protein targets in mice ischemic brain, and suggests new targets for thereaupetic interventions.

## Introduction

In 1989, a new hypothalamic hormone with the significant ability to activate adenylate cyclase in rat pituitary cell cultures was discovered and aptly named pituitary adenylate cyclase-activating polypeptide or PACAP [1,2]. As reported in those first papers, PACAP exists in two amidated forms, PACAP38 and its truncated form, PACAP27. The ovine PACAP38 is 176 amino acids long, proceeded by a putative signal peptide and a proregion (107 amino acids), and followed by a Gly-Arg-Arg sequence for proteolytic processing and C-terminal amidation; the human PACAP38 has been shown to be identical to the isolated ovine PACAP [3]. The sequence of PACAP38 encompasses an internal cleavage-amidation site (Gly28-Lys29-Arg30), suggesting that it can generate a 27 residue-amidated polypeptide fragment or PACAP27. Similarly, the rat (PACAP precursor that is highly similar to the ovine and human PACAP precursors) and the mouse (PACAP precursor shows 81 to 93% sequence similarity) PACAP cDNAs were cloned (reviewed in [4]).

To briefly note some characteristics, PACAP is a member of the secretin, glucagon, and vasoactive intestinal polypeptide (VIP) family showing the most homology to VIP; all peptides are present in the tissue but PACAP38 is the most dominant form [5]. An important finding was on the potency of adenylate cyclase activation by PACAP 1,000 to 10,000 times greater than VIP, as demonstrated in pituitary cell, neuron, and astrocyte cultures. PACAP and its receptors (PAC1, VPAC1, and VPAC2) are widely distributed in the brain (central nervous system, CNS) and peripheral organs (notably endocrine pancreas, gonads, respiratory, and urogenital tracts). Consequently, PACAP exerts pleiotropic effects including control of neurotransmitter release, vasodilation, bronchodilation, activation of intestinal motility, increase in insulin and histamine secretion, immune modulation, and stimulation of cell proliferation and/or differentiation. These and other characteristics and functions of PACAP are comprehensively reviewed by Arimura [4] and Vaudry *et al*. [6].

PACAP is now considered a potent neurotrophic and neuroprotective peptide [7-11]. The specific role of PACAP in neuroprotection is of interest to our study, and forms the basis for the present experiments with an aim to unravel new potential targets of PACAP at the gene and/or protein level, and possible mechanisms involved therein. PACAP exerts potent neuroprotective effects not only *in vitro* but also in *in vivo* models of Parkinson's disease, Huntington's disease, traumatic brain injury, and stroke. The neuroprotective effects of PACAP are based on its capacity to prevent neuronal apoptosis by acting directly on neurons or indirectly through the release of neuroprotective factors by astrocytes [12,13]. These biological activities are mainly mediated through activation of the PAC1 receptor which is currently considered a potential target for the treatment of neurodegenerative diseases. However, the use of native PACAP, the endogenous ligand of PAC1, as an efficient neuroprotective drug is actually limited by its rapid degradation. Moreover, injection of PACAP in humans induces peripheral side effects that are mainly mediated through VPAC1 and VPAC2 receptors [7].

The intraventricular infusion of PACAP38 at 1 pmol/h significantly delayed neuronal cell death in the hippocampal CA1 region that would normally occur a couple of days after induction of ischemia. The intravenous administration of PACAP (only 16 pmol/h) decreased delayed neuronal cell death in the hippocampus. Subsequently, another study showed that PACAP quickly crosses the blood–brain barrier at approximately 0.12% by a saturable system. PACAP prevented delayed neuronal cell death even when it was given intravenously 24 h after ischemia induction. Moreover, anti-apoptotic factors and anti-cell-death pathways were increased by PACAP and decreased by the addition of the PAC1R antagonist, PACAP 6–38, after ischemia and in other *in vitro* studies. The studies suggest that the neuroprotection by PACAP depends on the activation of the PAC1R, and exogenous PACAP might extend the therapeutic time window for treatment of ischemia-related conditions, such as stroke [10].

In an effort to unravel PACAP molecular targets in the brain, especially under ischemia, we further advanced our research using the established permanent middle cerebral artery occlusion (hereafter referred to as PMCAO) model mice and the optimized DNA microarray approach with the 44K mouse whole genome chip [14]. Our study employed the intraluminal filament technique PMCAO model because of its simplicity and noninvasive characteristics compared to the classical electrocoagulation method for PMCAO. The transient MCAO results in reperfusion injury, and to avoid this complication, the method of choice was in favor of intraluminal PMCAO. Further, we also applied the proteomics approach [15,16] to examine the protein changes in the same sample/brain hemisphere as was used for the transcriptomics study.

We used DNA microarray analysis to answer two questions. 1) What are the PACAP influenced genes? 2) Can we pinpoint the transcripts specifically altered (increased or decreased) by PACAP, that is, the genes that are not the result of ischemia itself, and are predominantly regulated by PACAP? By proteomics, we aimed to identify proteins from the two-dimensional gel profile that was differentially regulated by PACAP under the ischemic condition. Our results reveal numerous potential gene candidates, such as interleukin family members, *Gabra6*, and *Crtam* that might be involved in PACAP-mediated neuroprotective mechanisms. The identification of an important protein involved in neuronal function, the collapsin response mediator protein (CRMP2) [17], was another key finding of a PACAP-regulated protein in the ischemic hemisphere. Results presented show the usefulness of omics approaches in screening of potential targets of PACAP-regulated genes and proteins.

## Methods

### Animals and husbandry

Animal care and experimental procedures were used as approved by the Institutional Animal Care and Use Committee of Showa University (School of Medicine), Tokyo, Japan. Thirty male mice (C57BL/6J), 9-weeks-old, body weight 25 to 35 g, were purchased from Charles River (Kanagawa, Japan). Mice were housed at the Animal Institution in Showa University in acrylic cages (eight mice/cage) maintained at 23°C with a standard 12-h light/dark cycle, optimum humidity, and temperature control. Animals were given access to tap water and laboratory chow *ad libitum*.

### Permanent middle cerebral artery occlusion (PMCAO), PACAP treatment, and SHAM control

The experimental design is presented in Figure 1. The PMCAO-model mice were generated as described previously [14]. Briefly, the mice were anesthetized with 4% sevoflurane (induction) and 2% sevoflurane (maintenance) in a 30% O_2_ and 70% N_2_O gas mixture via a face mask. An incision was then made in the cervical skin followed by opening of the salivary gland, and the right common carotid artery was visualized. A midline cervical incision was made to expose the external carotid artery. The intraluminal filament technique was used, as reported by Hori *et al*. [14] to generate the PMCAO model. The PACAP38 (1 μL containing 1 pmol) or 1 μL of saline (0.9% NaCl) was injected intracerebroventrically, immediately after PMCAO. PACAP38 (Peptide Institute Inc., Osaka, Japan; supplier temperature was −20°C) was dissolved at 10^-5^M concentration by saline, and stored at −80°C. PACAP test solution (for injection) was diluted × 10 times with 0.9% NaCl just before use. In the sham control animals, the wound was sutured following exposure of the external carotid artery. The PACAP38 or saline was injected intracerebroventrically in the same concentrations as above. After injection, the animals were returned to their cages. A total of eight groups were prepared: four groups of three, seven, four and five mice in the PMCAO plus PACAP38 and PMCAO plus saline cohorts at 6 and 24 h after the operation, respectively, and five mice each in the control (sham) plus PACAP and saline groups at 6 and 24 h after operation, respectively (see Additional file 1: Table S1). We used three mice each in PMCAO groups that exhibited neurological grades G1 and G2 [13,14], and three mice each at random in sham groups for the subsequent downstream analysis. Some of the mice were examined for ischemia by TTC (2, 3, 5-triphenyltetrazolium chloride) staining of brain sections (2-mm slices) at 37°C for 10 minutes [13,14,18].

**Figure 1:**
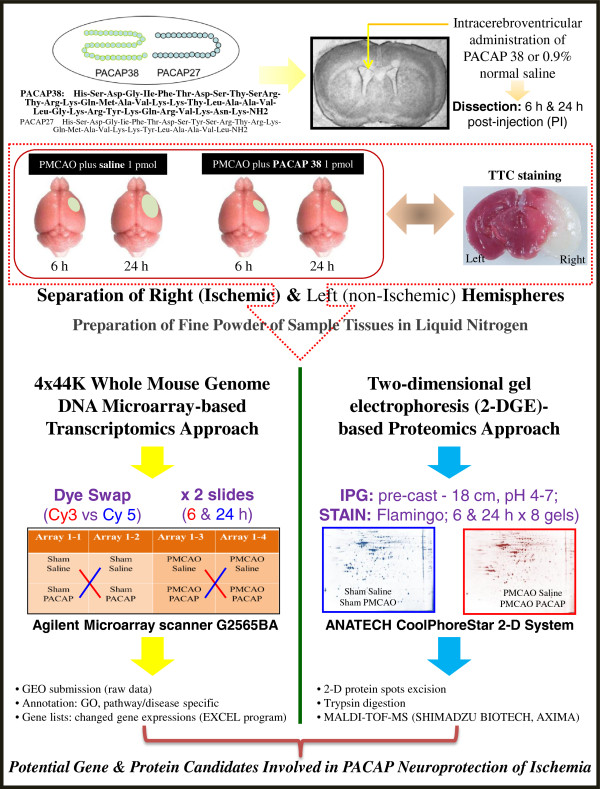
**The experimental outline and workflow.** Effect of intracerebroventricular administration of pituitary adenylate cyclase-activating polypeptide (PACAP)-38 into the ischemic mouse brain (permanent middle cerebral artery occlusion, PMCAO model) is evaluated at the molecular level in the ipsilateral (right) hemisphere. Sham control treated with saline is used for the comparison. TTC staining shows he ischemic region in the brain. The ipsilateral hemisphere is sampled and finely powdered in liquid nitrogen, followed by investigation into molecular level changes at the level of gene and protein expressions by DNA microarray and proteomics approaches, respectively.

### Dissection of brain, sampling and storage, extraction of total RNA, cDNA synthesis, and semiquantitative RT-PCR

Six or 24 hours post-injection of PACAP38 or saline, the mice were removed from their cages, decapitated, and their brains carefully removed on ice. The left (contralateral) and right (ipsilateral; ischemic) hemispheres were dissected and placed in 2-mL Eppendorf tubes, which were then quickly immersed in liquid nitrogen before being stored at −80°C prior to further analysis (Figure 1). Stored tissues were ground to a very fine powder with liquid nitrogen, and used for total RNA extraction, followed by a quantity and quality check [14-16]. To validate the total RNA quality and subsequently synthesized cDNA, RT-PCR was carried out using two commonly used housekeeping genes *glyceraldehyde 3-phosphate dehydrogenase* (*GAPDH*) and *beta-actin* as positive controls [14,19]. The 3’-UTR gene-specific primers were designed (see Additional file 2: Table S2). The cDNA synthesis and RT-PCR analysis protocol used is as follows: Total RNA samples were first DNase-treated with RNase-free DNase (Stratagene, Agilent Technologies, La Jolla, CA, USA). First-strand cDNA was then synthesized in a 20 μL reaction mixture with an AffinityScript QPCR cDNA Synthesis Kit (Stratagene) according to the protocol provided by the manufacturer, using 1 μg total RNA. The reaction conditions were: 25°C for 5 minutes, 42°C for 5 minutes, 55°C for 40 minutes and 95°C for 5 minutes. The synthesized cDNA was made up to a volume of 50 μL with sterile water supplied in the kit. The reaction mixture contained 0.6 μL of the first-strand cDNA, 7 pmol of each primer set and 6.0 μL of the Emerald Amp PCR Master Mix (2X premix) (TaKaRa Shuzo, Shiga, Japan) in a total volume of 12 μL. Thermal-cycling (Applied Biosystems, Tokyo, Japan) parameters were as follows: after an initial denaturation at 97°C for 5 minutes, samples were subjected to a cycling regime of 20 to 40 cycles at 95°C for 45 s, 55°C for 45 s, and 72°C for 1 minute. At the end of the final cycle, an additional extension step was carried out for 10 minutes at 72°C. After completion of the PCR the total reaction mixture was spun down and mixed (3 μL), before being loaded into the wells of a 1.2/1.8% agarose fine powder (catalogue number 02468–95, Nacalai Tesque, Kyoto, Japan) gel. Electrophoresis was then performed for approximately 22 minutes at 100 Volts in 1X TAE buffer using a Mupid-ex electrophoresis system (ADVANCE, Tokyo, Japan). The gels were stained (8 μL of 10 mg/mL ethidium bromide in 200 mL 1X TAE buffer) for approximately 7 minutes and the stained bands were visualized with the ChemiDoc XRS+ imaging system (Bio-Rad, 6000 Alfred Nobel Drive, Hercules, CA 94547, USA).

### DNA microarray analysis in the ipsilateral (right) hemisphere

A mouse 4 × 44K whole genome oligo DNA microarray chip (G4122F, Agilent Technologies, Palo Alto, CA, USA) was used for global gene expression analysis using the ipsilateral (ischemic) hemisphere. Briefly, total RNA (900 ng; 300 ng for each replicate pooled) was labeled with either Cy3 or Cy5 dye using an Agilent Low RNA Input Fluorescent Linear Amplification Kit (Agilent). Fluorescent-labeled targets of control (sham) as well as treated (PMCAO) samples with PACAP38 or without PACAP38 (saline) were hybridized to the same microarray slide with 60-mer probes. As illustrated in Figure 1, in this experiment we compared the PMCAO plus PACAP38-injected mice to PMCAO plus saline, that is, the ipsilateral brain region of the PMCAO mice was compared with the same right hemisphere of the control mice. Similarly, sham control plus PACAP38-injected mice to sham control plus saline were analyzed to identify only the PACAP38-influenced genes. A flip labeling (dye-swap or reverse labeling with Cy3 and Cy5 dyes) procedure was followed to nullify the dye bias associated with unequal incorporation of the two Cy dyes into cDNA [14,20]; and references therein].

Briefly, the same total RNA (900 ng) samples were labeled twice with Cy3 or Cy5: a Cy5-labeled treatment (T^Cy5^) and a Cy3-labeled control (C^Cy3^) was hybridized on a slide and then a Cy3-labeled treatment (T^Cy3^) and a Cy5-labeled control (C^Cy5^) were reversely hybridized on another to revise the dye bias associated with unequal incorporation of two Cy dyes into cRNA. Hybridization and wash processes were performed according to the manufacturer’s instructions, and hybridized microarrays were scanned using an Agilent Microarray scanner G2565BA. For the detection of significantly differentially expressed genes between control and treated samples, each slide image was processed by Agilent Feature Extraction software (version 9.5.3.1). Signal ratios of each spot on all slides were normalized by the software and finally, the log ratio of each spot for technical replicates was averaged to give a representative value for each pooled sample and to adjust remaining gene-specific dye bias. The output of microarray analysis used in this study are available under the series number GSE 37565, at the NCBI Gene Expression Omnibus (GEO) public functional genomics data repository (http://www.ncbi.nlm.nih.gov/geo/info/linking.html). To validate the microarray data (ipsilateral hemisphere) RT-PCR, as described above, was also performed on randomly up- and down-regulated genes using 3’-UTR specific gene primers (see Additional file 2: Table S2).

### Extraction of total soluble protein

Total protein was extracted from sample powders (around 50 mg) of the contralateral and ipsilateral hemispheres (control and treatment) using a previously used lysis buffer containing thiourea and Tris (LB-TT) for extraction of brain proteins [15,16]. The composition of slightly modified LB-TT was as follows: 7 M (w/v) urea, 42 g; 2 M (w/v) thiourea, 15.2 g; 4% (w/v) CHAPS, 4.0 g; 18 mM (w/v) Tris–HCl (pH 8.0), 1.8 mL; 14 mM (w/v) Trizma base, 169.5 mg; 0.2% (v/v) Triton X-100, 0.2 mL; 50 mM (w/v) DTT, 771.5 mg; 1% (v/v) pH 3–10 Ampholyte, 1 mL; and two EDTA-free proteinase inhibitor (Roche Diagnostics GmbH, Mannheim, Germany) tablets in a total volume of 100 mL; see Additional file 3: Figure S1 for preparation of LB-TT at room temperature (RT). To extract protein, 1 mL of LB-TT was quickly added to the 2-mL microfuge tube containing the sample powder (immediately after removal from the −80°C deep freezer) and immediately mixed by vortexing (at full speed using a Lab mixer, Iwaki, Tokyo, Japan) for 1 minute at RT. The protein solution in LB-TT was incubated at RT for 30 minutes with mixing by vortexing (for 30 sec) and sonication (for 30 sec in a water bath-type sonicator) for a total of five times. The insoluble protein pellet and/or debris were pelleted by centrifugation at 18,500 g for 15 minutes at 20°C in a high-speed refrigerated micro centrifuge (MX-150, TOMY, Tokyo, Japan). The clear supernatant (around 900 μL) was transferred to a new 1.5-mL microfuge tube, and stored at −80°C as the total soluble protein. Prior to storage, a 0.2 mL aliquot of total protein solution was transferred to a new 2-mL microfuge tube and processed for a second purification, clean up, and concentration step, using the ProteoExtract Protein Precipitation Kit (Calbiochem, Darmstadt, Germany; catalague number 539180). This additional step (see Additional file 4: Figure S2) removes any impurities while concentrating the protein. The pelleted protein, visible as a white solid precipitate at the bottom of the tube, was re-suspended in LB-TT (around 0.2 mL) as above. Protein concentration was determined with a Coomassie Plus^TM^ Protein Assay Kit (PIERCE, Rockford, IL, USA) using bovine serum albumin (BSA) as a standard and a NanoDrop 2000 spectrophotometer (Thermo Scientific, Wilmington, DE, USA).

### Two-dimensional gel electrophoresis and visualization of the separated proteins

The first-dimension separation was carried out using pre-cast IPG strip (pH 4 to 7, 18 cm; GE Healthcare Bio-Sciences AB, Uppsala, Sweden) gels on a CoolPhoreStar IPG-IEF Type-PX unit (Anatech, Tokyo, Japan) followed by the second dimension using hand-cast polyacrylamide gels on an Anatech CoolPhoreStar SDS-PAGE Dual-200 K unit (Anatech, Tokyo, Japan). Two-dimensional gel electrophoresis was performed as essentially described by Toda and Kimura [21]. The detailed protocol for the first- and second dimension-run is described in Additional file 5: Figure S3. After two-dimensional gel electrophoresis, the separated proteins were visualized by staining with Flamingo fluorescent gel stain (catalogue number 161–0491, Bio-Rad). Briefly, the gel was fixed in 200 mL (two-dimensional gel) of fixing solution (40% methanol and 10% acetic acid in MQ water) for 30 minutes at RT, followed by staining with 1X diluted (in MQ water) Flamingo stain (stock of 10X) for 1 h in the dark. The stained proteins were visualized after washing three times for 1 minute each in MQ water with a FluoroPhoreStar 3000 image analysis system (Anatech). The gel images were saved as 8-bit TIFF files for further analysis.

### Protein identification by matrix-assisted laser desorption/ionization-time of flight-mass spectrometry (MALDI-TOF-MS)

Protein spot was excised from the gel using a gel picker (1.8 mm diameter) in combination with a robotic spot analyzer (FluoroPhoreStar 3000, Anatech) and placed in a sterile 0.5 mL microfuge tube (Safe-lock tubes, Eppendorf AG, Hamburg, Germany). Excised protein spots can be stored at 4°C till further analysis. For enzymatic digestion prior to mass spectrometry (MS) analysis 100 μL of 50 mM ammonium bicarbonate (NH_4_HCO_3_) (w/v) solution in 50% acetonitrile (ACN) (v/v) was added to the excised spot in the tube, and rinsed for 10 minutes under constant shaking in a tube shaker at RT. Following spin-down of the washed gel piece, the NH_4_HCO_3_-ACN solution was removed and the gel was vacuum-dried for 30 minutes (Centrifugal vacuum/SpeedVAc evaporator, Eyela, Tokyo, Japan) at RT. To the dried gel pieces, 2 μl of trypsin solution (10 mM NH_4_HCO_3_ and 10 ng/μL of trypsin) was added, and the microfuge tube was kept on ice for 30 minutes, followed by incubation at 37°C for 4 h to overnight for digestion of the protein in gel. Tryptic peptides were extracted with 10 μL of 75% ACN containing 0.025% trifluoroacetic acid (TFA) (v/v) for 15 minutes by ultrasonication (water bath-type). Following a spin-down of any gel debris, the supernatant was analyzed by MS. The supernatant can also be stored at −40°C/-80°C for long-term (1 year) storage.

For MALDI-TOF-MS analysis, we first prepared the matrix solution by dissolving α-Cyano-4-hydroxycinnamic acid (4-CHCA, Shimadzu Biotech, Kyoto, Japan) in 1:1 100% ACN and 0.1% TFA (5 mg of 4-CHCA is dissolved in 500 μL of ACN-TFA solution to give 10 μg/μL 4-CHCA. We next loaded 0.5 μL of the above matrix mixture onto any numbered spot area on the stainless steel MALDI sample plate and left to dry for 5 minutes at RT followed by addition of 1 μL of the peptide sample solution to the same spot, dried for a further 10 to 15 minutes. The ready sample plate was inserted into the vacuum slot of the AXIMA Performance MALDI-TOF-MS (Shimadzu Biotech, Kyoto, Japan) and peptides were identified by Peptide Mass Fingerprint (PMF) analysis. The parent ion masses were measured in the reflectron mode with an accelerating voltage of 24.4 kV. A two-point internal standard for calibration was used with an angiotensin 2 (human, A9525, Sigma; m/z 1046.54 Da) and ACTH fragment 18–39 (human, A0673, Sigma; *m/z* 2465.20 Da). Peptides were selected in the mass range of 900 to 5,000 Da. For data processing, we used MASCOT program (http://www.matrixscience.com). Searching conditions/parameters were fixed (Carbamidomethyl, C) and variable modifications (methionine, M), mass values (monoisotopic), peptide mass (unrestricted), peptide mass tolerance (± 0.3 Da), peptide charge state (1+), and maximum mixed cleavage (1). NCBInr [20120113 (16852130 sequences; 5788275850 residues) (Taxonomy, *Mus musculus* (house mouse) 144612 sequences)] and SWISSPROT [2012_12 (533657 sequences; 189261966 residues) (Taxonomy, *Mus musculus* (house mouse) 16415 sequences)] databases were used.

### Western blot analysis

The separated proteins after SDS-PAGE (mini-gel; Additional file 6: Figure S4) were transferred onto a polyvinyldifluoride (PVDF) (Trans-Blot Turbo Midi PVDF, 0.2 μM, Transfer Packs kit; catalogue number 170–4157). The Trans-Blot Turbo Transfer System (Bio-Rad) was used for the electrotransfer (StandardSD protocol; 25V, 1.0 A, 30 minutes). Following the transfer of proteins on the PVDF membrane (and also confirmed by visualizing all the 10 colored molecular mass standards), it was incubated in 25 mL of 5% blocking solution (Block-Ace powder, catalogue number UK-B80, DS Pharma, Osaka, Japan; Yukizurishi, Sapporo, Hokkaido, Japan) for 1 h under constant slow shaking at RT. Blocking solution was prepared by dissolving 4 g powder in 80 mL 1X TTBS [10X TTBS: NaCl, 80 g; 1M Tris–HCl, pH 7.5, 200 mL; Tween-20, 5 mL]. Western blotting and detection was carried out using the Immun-Star WesternC Chemiluminescent Kit (catalogue number 170–5070, Bio-Rad) following the manufacturer’s instructions. Blocking solution was decanted and the membrane was washed once in 1X TTBS (5 minutes), followed by incubation in 25 mL of primary antibody solution (PAS) (1 μL rabbit anti-CRMP2 protein antibody; catalogue number ab62661; 100 μg, 2 mg/mL; Abcam, http://www.abcam.co.jp) for 1 h, as above. The membrane was then washed with 25 mL of 1X TTBS for five times. After decanting the last TTBS wash, the membrane was incubated in 25 mL of secondary antibody solution (SAS; 0.5 μL of Amersham, ECL anti-rabbit IgG, HRP linked species-specific whole antibody (from Donkey); catalogue number NA 934; GE Healthcare) for 1 h, with slow shaking at RT. The 1X TTBS wash step was repeated five times. For blot development, the luminol/enhancer and peroxide buffer solutions were mixed in a 1:1 ratio (1 mL:1 mL; one membrane volume) and spread over the membrane and incubated at RT for 5 minutes. Excess solution was drained by touching one end of the membrane on a KimWipe paper towel, and the signal (cross-reacting protein bands) was visualized by x-ray film (Kodak, Tokyo, Japan) and on a ChemiDoc XRS+ imaging system. The western blot analysis was repeated at least three times, and representative data from the image obtained using an X-ray film is shown.

### Immunofluorescent staining

The brains were removed and immersed for 1 day in 0.1 M phosphate buffer (PB, pH 7.2) containing 2% paraformaldehyde and then for 2 days in 0.1 M PB containing 20% sucrose, at −80°C (see Additional file 7: Figure S5) [22,23]. The brains were then embedded in the mixture of 20% sucrose in 0.1 M PB and Tissue Tek Optical Cutting Temperature (OCT) solution (2:1; Miles Inc., Elkhart, IN, USA), frozen on dry ice, and stored at −80°C until required. Sections, 8 μm thick, were subsequently cut with a cryostat (HYRAX C50, Microedge Instruments, Tokyo, Japan), and mounted onto gelatin-coated glass slides. Immunofluorescent staining was carried out as described previously [23,24]. Prior to detection of the desired protein, the 8-μm frozen sections were immersed in 0.01 M PBS solution and washed for three times 5 minutes each wash, followed by blocking in 5% normal horse serum (in 0.01 M PBS). Sections were incubated overnight at 4°C in mixtures of primary antibodies, consisting of rabbit anti-CRMP2 antibody (1:2000) with mouse anti-NeuN antibody (1:400) for neuronal cell marker. Post-incubation, the sections were washed with 0.01 M PBS as above. Immunoreactivity for CRMP2 and NeuN was detected using an Alexa 488-labeled goat anti-mouse IgG and an Alexa 546-labeled goat anti-rabbit following 90-minute incubation at RT. After washing with 0.1 M PBS as above, the sections were incubated for 5 minutes with 4′, 6-diamidine-2-phenylindole dihydrochloride (DAPI), 1:10,000 (in 200 mL 0.01 M PBS, add 20 μL DAPI) (Roche Diagnostics, IN, USA) as a nuclear stain. Labeling was imaged with a fluorescence microscope (Axio Imager Z1 with Apotome, Zeiss, Germany). The CRMP2-positive cells were examined in three different regions: healthy, penumbra, and ischemic core in a coronal section of the ipsilateral hemisphere (see Additional file 8: Figure S6). To note, edema (swelling caused by a collection of fluid in the third space surrounding the tissue or organ) was discernible, mostly at the 24 h time period, and is therefore marked in the figure. To assess the specificity of the antibodies, negative control sections in which the primary antibody is absent were prepared to check for background staining levels. Immunostaining were performed on sections obtained from the brains of three mice in each group.

## Results and discussion

### Selection of PMCAO mice with neurological grades between 1 and 2 and preparation of brain tissues for grinding in liquid nitrogen

Mice exhibiting neurological deficiency 6 and 24 hours after PMCAO were graded according to a routinely used methodology in our laboratory [13,18]. Sixteen mice that exhibited neurological grade (NG) 1 and 2 were used for further experiments; two mice died, and one had NG 0 (no PMCAO) and one had NG 3 (extreme neurological symptoms) (Additional file 1: Table S1). The selected mice were decapitated and the brains were dissected on ice. The ipsilateral (right hemisphere, non-injected) and contralateral (left hemisphere; injected with saline or PACAP38) hemispheres without the olfactory bulb (OB) and cerebellum were quickly separated, placed in 2-mL Eppendorf tubes, and deep frozen in liquid nitrogen followed by storage at −80°C. Brains were ground to a very fine powder in liquid nitrogen; aliquots of the finely powdered tissue samples were stored at −80°C, and used for extraction of total RNA or protein thus giving a comparative data expression analysis in the same sample.

### Overview of the brain genomic response to PACAP38 injection in the ischemia brain (ipsilateral hemisphere) by DNA microarray analysis

#### DNA microarray analysis and confirmatory RT-PCR

To investigate global changes in gene expression in the ischemic hemisphere, the previously optimized protocols for total RNA extraction, critical for any downstream analysis, and DNA microarray analysis in mice were followed (Ogawa *et al*., 2011; [14,20]). 

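The microarray data came from 8 arrays, 2 for each of 4 comparisons of PACAP38 over saline: sham at 6 h, PMCAO at 6 h, sham at 24 h and PMCAO at 24 h. PMCAO is the permanent occlusion of the middle cerebral artery, and PACAP38 was injected at 1 pmol in 1 μL. For each group the total RNA of the ipsilateral hemispheres of 3 mice was pooled, with 300 ng from each mouse. The arrays carry long oligonucleotide probes to which RNA labeled with Cy5 (red) and RNA labeled with Cy3 (green) hybridize together. The same pooled RNA of PACAP38 and saline was hybridized with the dyes exchanged between the 2 arrays of a comparison, so the 2 arrays are technical replicates and each comparison has 1 replicate, a pool. Within 1 comparison there is therefore no test between PACAP38 and saline, and its values carry no error between mice. The 4 comparisons are 4 pairs of pools from separate mice, over which the mean change across surgery and time was tested with limma, a test chosen after seeing the data. Of 36121 probes with a value on all arrays, 0 were up and 0 down with a Benjamini-Hochberg adjusted p under 0.05, where the smallest adjusted p was 0.871, and 1029 were up and 753 down with an unadjusted p under 0.05, which is 4.93% of the probes. A change at 1 time or in 1 of sham and PMCAO is not what this test measures. By the file headers, the arrays of 6 h lay on 1 slide and those of 24 h on another, read by another scanner and another software version, so that time and slide cannot be told apart. Sham and PMCAO arrays of one time point shared a slide.

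The authors processed each array with the scanner software and deposited the log10 ratio of Cy5 over Cy3 of every spot after background subtraction, detrending and dye normalization. From there the ratios were converted to log2 and turned to PACAP38 over saline on every array. Control spots and spots that the software marked as outliers were left out, the spots of one probe were averaged on each array, and the mean of the 2 arrays was taken. A probe was counted as upregulated above 1.5-fold and as downregulated below 0.75-fold, after the thresholds that the paper states in its results. Each array held 43379 spots for 41174 probes. The median Cy3 signal was 62.0 to 70.1 at 6 h against a median local background of 44 to 45, and 131 to 146 at 24 h against a background of 40. The median Cy5 signal was 111 to 163 at 6 h and 260 to 285 at 24 h. Between 62.1% and 66.7% of the spots were well above background in Cy3 and between 68.1% and 76.0% in Cy5. The share of spots marked as outliers was 10.7% on the sham array of 6 h with PACAP38 in Cy3 and 0.323% to 3.09% on the other arrays. For probes spotted several times, the SD between their spots on one array had a median of 0.13 to 0.14 on the log2 scale at 6 h and of 0.039 to 0.049 at 24 h, and of 0.36 to 0.55 for probes below background in both channels. Across all probes, which are not independent replicates, the log2 ratios of the 2 arrays had a correlation of −0.148 in sham at 6 h, −0.140 in PMCAO at 6 h, −0.417 in sham at 24 h and 0.053 in PMCAO at 24 h. To measure the technical noise, the difference of the 2 arrays was divided by 2 for each probe. A change with PACAP38 cancels in this noise value, whereas dye bias and noise between the arrays remain.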

The ischemic hemisphere (ipsilateral) consists of the infarct core, penumbra, and non-ischemic region (Additional file 8: Figure S6). Thus, the present experimental design used to perform the microarray analysis provides an overall picture of the ischemic hemisphere rather than one specific ischemic region. Nevertheless, and as will be discussed below, an additional experiment was carried out to check for the expression of proteins in each of the aforementioned regions in the ipsilateral hemisphere. Prior to DNA microarray analysis, the expression of *GAPDH* and *β-actin*, as positive controls, was confirmed at both hemispheres at 6 and 24 h in the PMCAO samples, with or without PACAP; saline was used as control. Results revealed the mRNAs for *GAPDH* and β-actin were expressed almost uniformly across the tested conditions (Figure 2).

**Figure 2:**
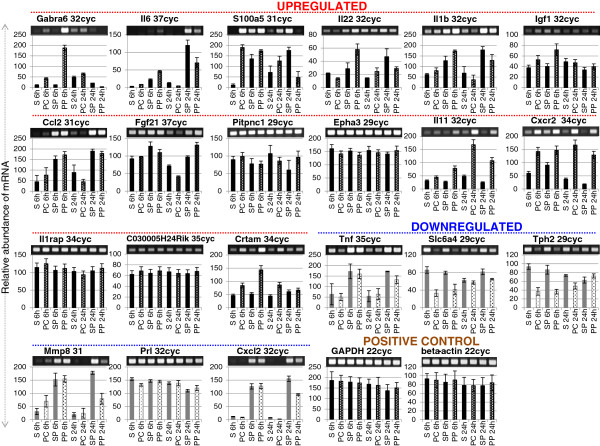
**The mRNA expression profiles of differentially expressed genes.** Both the upregulated and downregulated genes were selected randomly. Gel images on top show the polymerase chain reaction (PCR) product bands stained with ethidium bromide; the band intensities are also presented graphically below for clarity. Lane numbers 1 to 8 indicate sham control (lanes 1, 3, 5, and 7) and permanent middle cerebral artery occlusion (PMCAO) treatment (lanes 2, 4, 6, and 8), respectively. P indicates pituitary adenylate cyclase-activating polypeptide (PACAP) treatment; C is the control (minus PACAP). *GAPDH* and *beta-actin* genes were used a positive control. Semi-quantitative RT-PCR was performed as described in Methods, and the specific 3’-UTR primers are detailed in Additional file 2: Table S2.

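The probes with the largest array ratios were partly the same and partly different between the comparisons. They were chosen by a fixed rule, as the 3 highest and the 3 lowest probes with a gene symbol that were past the threshold on both arrays and well above background in the brighter channel. Where a probe was not well above background in one of the groups on either array, only a lower limit is given. The limit sets the mean signal of the brighter group over the 2 arrays against the dimmer group. The dimmer group is taken on each array at the higher of its own signal and the lowest signal of probes well above background. These signals were taken after background correction by normexp with an offset, loess within each array and Aquantile normalization between arrays. The offset shrinks the ratios of dim probes. The limits are therefore on another scale than the folds, which come from the software ratios, and their sizes cannot be compared. At 6 h in the sham hemisphere, *S100a5* was upregulated 5.83-fold by PACAP38 and *Tbx21* 5.13-fold, both with saline well above background on 1 of 2 arrays, and *Wdtc1* was at least 1.12-fold higher. The log2 ratio of *S100a5* was 4.26 with PACAP38 in Cy5 and 0.82 in Cy3, so the size of its change was set by 1 array. *Slc6a4* fell to 0.192-fold, with log2 ratios of −3.04 and −1.72 on the 2 arrays, *Tph2* to 0.302-fold and *Slc26a7* to 0.425-fold. At 6 h in the ischemic hemisphere, *AI853839* was at least 1.19-fold and *Cbln3* at least 1.1-fold higher with PACAP38, beside *Gabra6*. There *Slc6a4* fell to 0.283-fold, *D930018N13*, with PACAP38 well above background on 1 of 2 arrays and log2 ratios of −1.19 and −2.41, to 0.287-fold and *Ap2m1* to 0.324-fold, and *Tph2* was at 0.378-fold. At 24 h in the sham hemisphere, *Cga* was at least 1.47-fold higher, *S100a5* was upregulated 3.53-fold and *Anp32a* 3.44-fold, with 1.83-fold and 6.48-fold on the 2 arrays for *Anp32a*, whereas *Prl* was at least 1.56-fold, *Krt75* at least 2.09-fold and *B230206H07Rik* at least 1.56-fold higher in saline. At 24 h in the ischemic hemisphere, a probe of *Fgf21* was upregulated 4.25-fold, with log2 ratios of 2.71 and 1.46 on the 2 arrays and saline well above background on 1 of them, and the other probe was at least 1.33-fold higher. *Anp32a* was upregulated 3.67-fold, with 2.51-fold and 5.37-fold on the 2 arrays. A probe of *5430401F13Rik* was at least 5.42-fold higher in saline and the other fell to 0.0181-fold, and *Prl* was at least 2.82-fold higher in saline.

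The genes in Figure 2 are given next as PACAP38 over saline, not as PMCAO over sham. In the ischemic hemisphere *S100a5* was upregulated 3.07-fold at 6 h, with log2 ratios of 1.68 and 1.56 on the 2 arrays. It fell to 0.0467-fold at 24 h, with −4.02 and −4.83. *Il22* was at 2.96-fold at 6 h, where saline was well above background on 1 of 2 arrays, and at 1.47-fold at 24 h. *Ccl2* was at 1.51-fold at 6 h and 0.406-fold at 24 h, and in the sham hemisphere at 1.74-fold and 0.588-fold. The brightest probe of *Igf1* was at 1.18-fold at 6 h and 0.841-fold at 24 h. Another probe (A_52_P306327) reached 2.15-fold at 6 h and was at 1.13-fold at 24 h, with saline well above background on 1 of 2 arrays each time. The remaining probe (A_51_P147942) was at 1.14-fold at 6 h, where the arrays differed in direction. It fell to 0.744-fold at 24 h, with log2 ratios of −0.47 and −0.38. *Pitpnc1* was at 1.14-fold at 6 h and at 1.15-fold at 24 h, where the arrays differed in direction. Its other 5 probes lay between 0.816-fold and 1.55-fold at 6 h, the highest of them (A_52_P1028214) well above background on 1 of 2 arrays in each group. At 24 h that probe was at least 1.06-fold higher with PACAP38, which was well above background on 1 of 2 arrays, and the remaining 4 lay between 1.07-fold and 1.24-fold. *Epha3* was at 1.11-fold at 6 h, where the arrays differed in direction and saline was well above background on 1 of 2 arrays, and at 1.36-fold at 24 h. Another probe of *Epha3* (A_51_P246133) was not well above background in either group at 6 h and was at least 1.15-fold higher with PACAP38 at 24 h, with PACAP38 well above background on 1 of 2 arrays and saline on 0, and the remaining one (A_52_P220896) was at 1.13-fold at 6 h, with each group well above background on 1 of 2 arrays and arrays that differed in direction, and not well above background in either group at 24 h. *Actb* was at 0.963-fold at 6 h and 0.944-fold at 24 h in the ischemic hemisphere, with arrays that differed in direction at both times, and *Gapdh* was not analysed here.

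**Figure D1:**
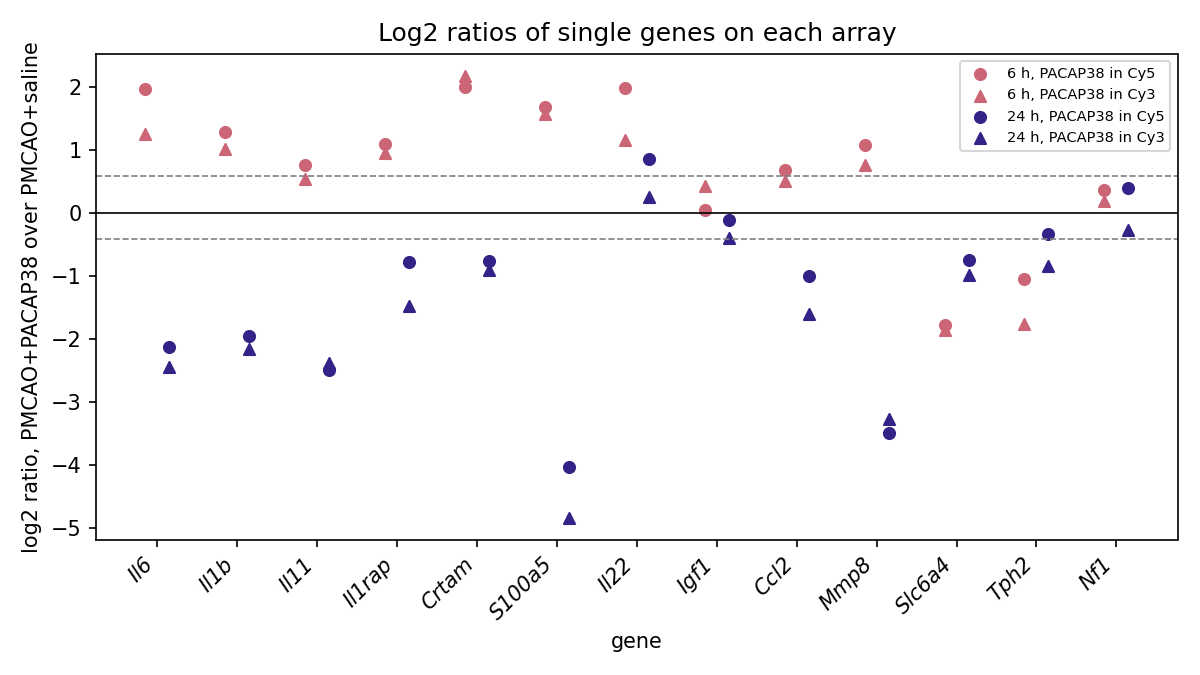
Log2 ratio of PMCAO+PACAP38 over PMCAO+saline (y axis) for single genes (x axis). Circles are the array with PACAP38 in Cy5 and triangles the array with PACAP38 in Cy3, at 6 h (red) and 24 h (dark blue), and the dashed lines mark 1.5-fold and 0.75-fold. For *S100a5* the points lie at 1.68 and 1.56 at 6 h and at −4.02 and −4.83 at 24 h.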

DNA microarray analysis gave a wide change in gene expressions as anticipated, and for confirmation of alterations in gene expression by DNA microarray, we randomly selected 14 upregulated genes and 6 downregulated genes with annotated functions; one gene that was the most highly upregulated at 6 h post-ischemia, but with no known function, was also selected. Using RT-PCR, the mRNA expression profiles are presented in Figure 2, which validate the microarray experiment. Two trends can immediately be observed in the upregulated gene candidates examined, namely early (6 h) and late (24 h) expression of target genes by PACAP38 treatment. For example, the gamma-aminobutyric acid (GABA) A receptor, subunit alpha 6, *Gabra6*, was found to be strongly upregulated at 6 h in the PACAP-treated ischemic hemisphere but was not expressed at 24 h. This was confirmed by RT-PCR (Figure 2). This is the first report of *Gabra6* regulation by PACAP. 

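On the arrays of the ischemic hemisphere at 6 h, *Gabra6* (probe A_51_P198335) was well above background with PACAP38 on 2 of 2 arrays and with saline on 0 of 2, so its change has only a lower limit, at least 2.06-fold higher with PACAP38. The sham hemisphere gave at least 1.07-fold with PACAP38 over saline at 6 h and at 24 h, where PACAP38 was well above background on 1 of 2 arrays and saline on 0. Its log2 ratio in the ischemic hemisphere at 24 h was −0.25 with PACAP38 in Cy5 and −0.34 in Cy3, a mean of 0.816-fold, and each group was well above background on 1 of 2 arrays.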

Why PACAP affects *Gabra6* gene expression is unclear, but it may be related to GABA and glutamate levels, which, though not been investigated in this study, are of future interest for investigation. 

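The probe of *C030005H24Rik* (A_51_P482968) was measured in the ischemic hemisphere at 6 h by 1 of the 2 arrays. On the array with PACAP38 in Cy5 its log2 ratio was 0.82, or 1.77-fold. With the spot left out below counted too, PACAP38 was well above background on 2 of 2 arrays and saline on 1. On the other array the scanner software marked its spot as an outlier, and the spot was left out. Both channels of that spot were high, with a signal of 3319 in Cy3, from PACAP38, and 621.6 in Cy5, from saline. On the first array the signal was 52.8 in Cy3, from saline, and 81.9 in Cy5, from PACAP38. The median Cy3 background there was 45, so the array on which saline was well above background is most likely the other one. The 1.77-fold then rests on saline near background and is no firm fold. With marked spots kept, a choice made after seeing the data, the mean of the 2 arrays was 2.73 on the log2 scale, or 6.66-fold. The ratio was 0.918-fold in the sham hemisphere at 6 h, 1.01-fold at 24 h and 1.12-fold in the ischemic hemisphere at 24 h.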

A gene with unknown function, *C030005H24Rik*, showed the most increased mRNA expression fold at 6h, and we analyzed its expression by design-specific primers based on the available gene sequence in the NCBI database. RT-PCR results revealed only a slight increase in mRNA abundance at 6 h (Figure 2). However, as this gene still remains unannotated and there are no functional domains identified so far, the meaning of this gene expression under ischemia remains a mystery. 

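The brightest of the 4 probes of *Nf1* (A_52_P313335) had a log2 ratio of 0.40 with PACAP38 in Cy5 and −0.27 in Cy3 in the ischemic hemisphere at 24 h, a mean of 1.05-fold on which the arrays differed in direction. A second probe (A_52_P636523) was at 1.53-fold there, with 0.65 and 0.58 on the 2 arrays. The remaining probes were not well above background in either group. At 6 h the brightest probe was at 1.21-fold in the ischemic hemisphere, and in the sham hemisphere it was at 0.847-fold at 6 h and 0.998-fold at 24 h.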

Interestingly, a gene neurofibromatosis 1 (*Nf1*), which is known to regulate PACAP-mediated signaling in astrocytes [25] was found to be slightly induced at 24 h. Therefore, it would be tempting to speculate a role for *Gabra6* and *Nf1* in PACAP-mediated neuroprotection. Similarly, *Il6*, *S100a5*, *Il22*, *Il1b*, *Igf1*, and *Ccl2* were highly expressed at 6 h in the PACAP-treated ischemic brain, whereas their expression level decreased at 24 h compared to the PACAP effect alone (Figure 2). On the other hand, *Fgf21*, *Pitpnc1*, and *Epha3* genes showed an increase in expression at 24 h (Figure 2). These results suggest a clear demarcation in the expression of genes to the administered PACAP38 with time, and that may be linked to the progression of ischemia itself. However, further detailed studies will be necessary to provide concrete evidence for the hypothesis.

Here, we would like to emphasize an early first study on neuroprotection by endogenous and exogenous PACAP following stroke that was performed by the Lee E Eiden’s group at the NIH (Bethesda, MD, USA). In that study the cerebrocortical transcriptional response in the MCAO model was studied in PACAP-deficient mice and in wild-type mice using a 36K cDNA microarray chip for transcriptome profiling of gene expression changes in the cortex at 1 and 24 h post-ischemia [8]. A large percentage of 142 up-regulated genes at 24 h were shown to require endogenous PACAP, and the authors suggest a more prominent role for PACAP in later response to injury than in the initial response [8]. Although 40 pmol of PACAP was used as an exogenous treatment, compared to the 1 pmol used in our present study, we looked at any similarities in gene expression changes with our present data at both 6 and 24 h post-ischemia (with or without PACAP). Only three upregulated genes and one downregulated gene were found to be common at 6 h, whereas two upregulated genes and twenty-four downregulated genes were found to be common at 24 h by Chen *et al*. [8]. The lack of similarity between the Chen et al. [8] study and ours may lie in 1) MCAO versus PMCAO and KO mice versus wild-type, 2) use of cDNA versus the whole genome microarray, and 3) different time points used (1 versus 6 h). Nevertheless, we believe that as the two studies have identified unique changes in gene expression, these data are complementary and represent the growing number of potential PACAP-regulated gene transcripts in the ischemic brain.

#### Tabulation of the differentially expressed genes

The next step was the analysis of the vast microarray data (gene lists). As we had previously reported an inventory of ischemia-related genes in the ipsilateral brain hemisphere [14], we wanted to know at first how many and what kind of genes PACAP alone influences in the brain (ipsilateral hemisphere). Using the processed data from the previous study [14] and this study on changes in gene expression > 1.5-fold for upregulated and < 0.75-fold for downregulated gene expression, at both 6- and 24-h time points, we were able to list the ischemia-related and PACAP-related genes. The first two columns of Table 1 show the results of the comparison, and it is immediately clear that PACAP influences the expression of a lower number of genes (263 to 743; PACAP-related) genome-wide over the large number of genes (622 to 2,759; ischemia-related) showing changed expression under ischemia alone. 

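PACAP38 upregulated 1459 probes and downregulated 2744 in the sham hemisphere at 6 h in the mean of the 2 arrays, of 36698 probes measured on both. At 24 h, 720 were upregulated and 1593 downregulated, of 41164. Past the threshold on each array separately were 290 up and 381 down at 6 h, and 93 up and 367 down at 24 h. On the other hand, 1314 probes at 6 h and 2779 at 24 h went in opposite directions on the 2 arrays. For these the array with PACAP38 in Cy5 was above 1.5-fold or below 0.75-fold. The other array had to be past the inverse of the same limit, which is not the rule of the counts before. With background correction by normexp and loess within each array, which pulls the ratios of dim probes toward 0, 11 probes were up and 29 down at 6 h, and 7 up and 70 down at 24 h. The ischemia-related genes of the earlier study were not analysed here.

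**Figure D2:**
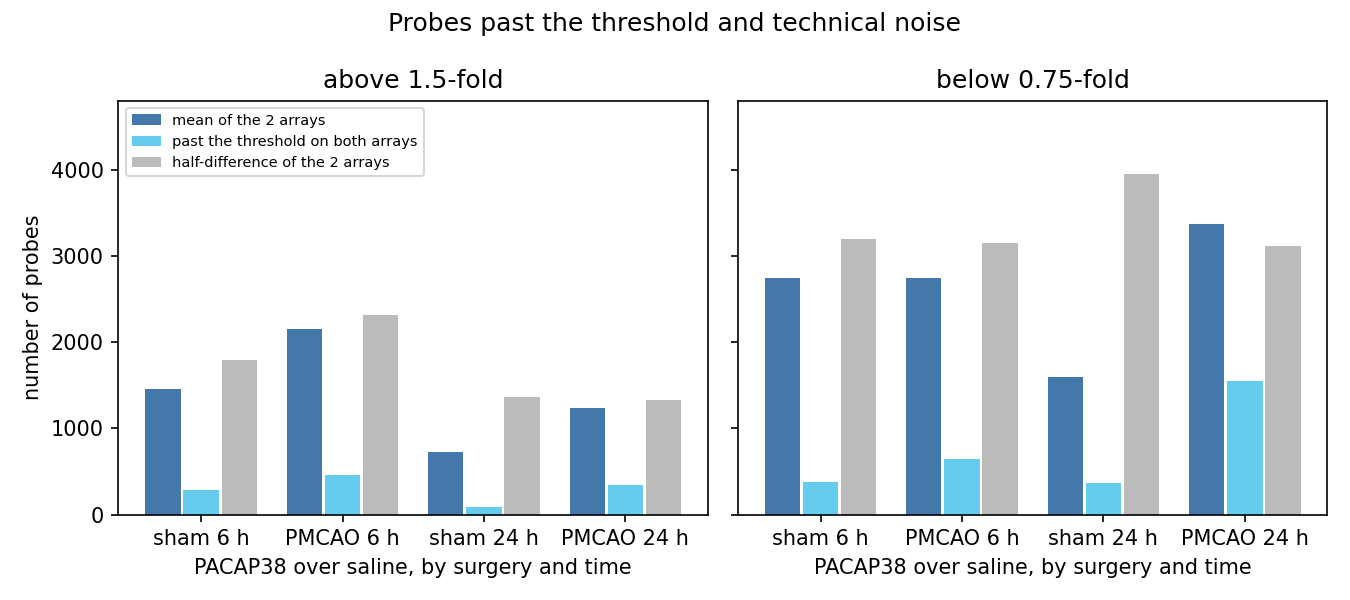
Number of probes (y axis) above 1.5-fold (left) and below 0.75-fold (right) in each comparison of PACAP38 over saline (x axis). Bars show the mean of the 2 arrays (blue), probes past the threshold on both arrays (light blue) and the noise value, the difference of the 2 arrays divided by 2 (gray). In sham at 24 h the noise value passed the threshold in 5309 probes and the mean in 2313.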

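The mean of the 2 arrays of the sham hemisphere was past the threshold in 4203 probes at 6 h and in 2313 at 24 h, up and down together. The noise value passed the same threshold in 4983 probes at 6 h and in 5309 at 24 h, more than the mean at either time. The order of the times depended on the setting. With only the array that held PACAP38 in Cy3, the counts up and down were 2827 and 3618 at 6 h and 2999 and 3631 at 24 h, and after normexp and loess the total was 40 at 6 h and 77 at 24 h. Among probes that the scanner software called significant on both arrays, 33 were up and 12 down at 6 h, and 16 up and 44 down at 24 h.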

Interestingly, it was seen that the PACAP38 injection influenced a greater number of gene expressions early, that is, at 6 h post-ischemia, rather than at 24 h, suggesting that PACAP indeed has a role in regulating gene expression in the brain post-injection, a character of the neuropeptide. We next asked how many genes are influenced by PACAP under ischemia, and eliminating the ischemia alone-related genes, we could narrow down our inventory to a considerably lower number of genes (third column, Table 1). But this is again a significantly high number of genes to discuss in single study. Nonetheless, all these genes expression data are open and freely available on the GEO website at NCBI (GSE 28201 [14]; GSE 37565, this study) for the scientific community.

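PACAP38 over saline upregulated 2153 probes and downregulated 2744 in the ischemic hemisphere at 6 h, of 39772 probes measured on both arrays. At 24 h the counts were 1232 up and 3366 down of 41167. The counts were not reduced by ischemia-related genes, which were not analysed here. Past the threshold on each array separately were 455 up and 648 down at 6 h, and 339 up and 1543 down at 24 h. The noise value passed it in 5457 probes at 6 h and 4449 at 24 h. Normexp and loess left 35 probes up and 74 down at 6 h, and 56 up and 1160 down at 24 h, whereas the noise value then passed the threshold in 31 and 277 probes.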

**Table 1:** Changes in gene expression in the ipsilateral hemisphere revealed by comparison of genes expressed under ischemia with or without pituitary adenylate cyclase-activating polypeptide (PACAP)-38 injection over saline control

**Sampling time (expression change)**	**Ischemia-related**	**PACAP-related**	**PACAP in ischemia-related**	**Common: ischemia-related and PACAP in ischemia-related**	**Common: PACAP-related and PACAP in ischemia-related**
6 h (upregulated)	1,237	435	839	171	43
6 h (downregulated)	622	743	498	31	24
24 h (upregulated)	2,759	263	831	49	30
24 h (downregulated)	2,104	271	1468	28	75

Results are presented as number of genes.

To further narrow down our search, we also looked at the common genes between two sets of data, that is, ischemia-related and PACAP in ischemia-related (fourth column, Table 1) and PACAP-related and PACAP in ischemia-related (fifth column, Table 1). The gene numbers decreased drastically to 171 and 31 (upregulated and downregulated at 6 h, respectively; Additional file 9: Table S3), and 49 and 28 (upregulated and downregulated at 24 h, respectively; Additional file 10: Table S4) for the predominantly ischemic group, and to 43 and 24 (upregulated and downregulated at 6 h, respectively; Additional file 11: Table S5), and 30 and 75 (upregulated and downregulated at 24 h, respectively; Additional file 12: Table S6) for the predominantly PACAP group. 

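Between the sham and the ischemic hemisphere, 146 probes were upregulated in both and 321 downregulated in both at 6 h, and 67 were upregulated and 395 downregulated in both at 24 h. At 6 h, 231 probes were up in sham and down in PMCAO and 291 the other way, and at 24 h these numbers were 125 and 136. When each array had to be past the threshold, 15 probes were common up and 15 down at 6 h, and 5 up and 81 down at 24 h. Normexp and loess left 1 probe common up and 0 down at 6 h, and 4 up and 36 down at 24 h. The overlap with the ischemia-related genes was not analysed here.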

For details, see the genes listed in Additional files 9: Table S3, 10: Table S4, 11: Table S5, 12: Table S6.

#### Functional categorization of differentially expressed genes and candidate genes regulated by PACAP38 with potential links to ischemic neuroprotection

To overcome the challenge of explaining the large gene dataset, we also functionally categorized the obtained gene lists (Additional files 13: Table S7, 14: Table S8, 15: Table S9 16: Table S10; 6 and 24 h up/downregulation) using the pathway- or specific disease states-focused gene classifications available on the QIAGEN website (SABiosciences; http://www.sabiosciences.com) in order to reveal the trend of predominant pathways affected by PACAP in the ischemic hemisphere at 6 and 24 h post-ischemia. Results show the distribution of genes among multiple categories (Figures 3 and 4). 

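Of the probes past the threshold in the ischemic hemisphere, 44.0% were upregulated at 6 h and 26.8% at 24 h. Downregulated probes outnumbered upregulated ones at both times, and at 6 h this order depended on the thresholds, which are closer to no change on the down side. With 1.5-fold either way, 60.1% were upregulated at 6 h and 38.5% at 24 h. Past the threshold on both arrays were 41.3% up at 6 h and 18.0% at 24 h. Of the probes upregulated at 6 h, 193 were also up at 24 h and 358 down.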

At 6 h after PACAP treatment, the number of upregulated gene expressions is evident in contrast to the large number of downregulated gene expression at 24 h. This indicates that PACAP influences the regulation of numerous gene pathways in the ischemic hemisphere quite early, and that might have a role in neuroprotection. Based on the listing of the gene candidates and their functional categorization, we discuss potential PACAP-regulated genes, including a novel gene in the context of a role for PACAP as a neuroprotective peptide in limiting ischemia.

**Figure 3:**
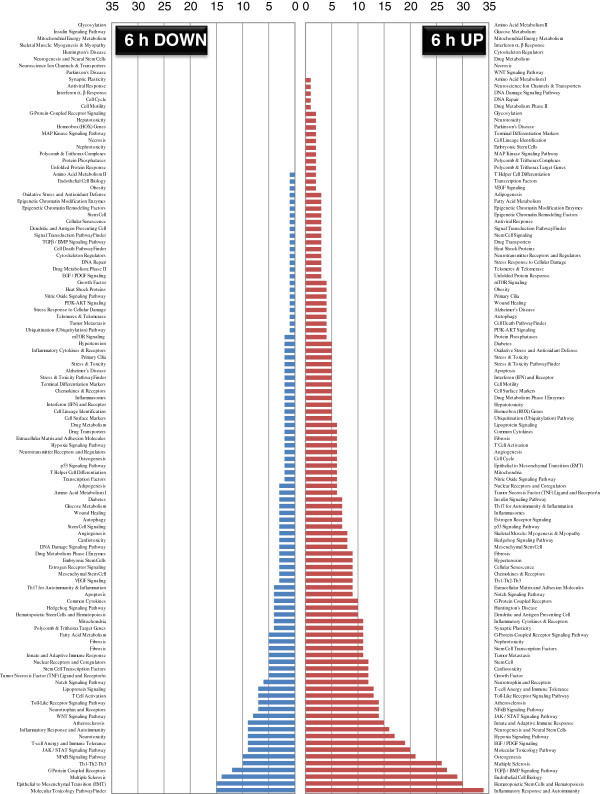
**Pathway and disease states-focused gene classification of pituitary adenylate cyclase-activating polypeptide (PACAP)- influenced genes at 6 h post-ischemia.** The up- and downregulated genes at 6 h hours after ischemia (ipsilateral hemisphere) were classified based on the available categories of more than 100 biological pathways or specific disease states in the SABiosciences PCR array list (QIAGEN; http://www.sabiosciences.com) for *Mus musculus*. The numbers in the y-axis represent the number of genes in each category, which are indicated on the x-axis.

**Figure 4:**
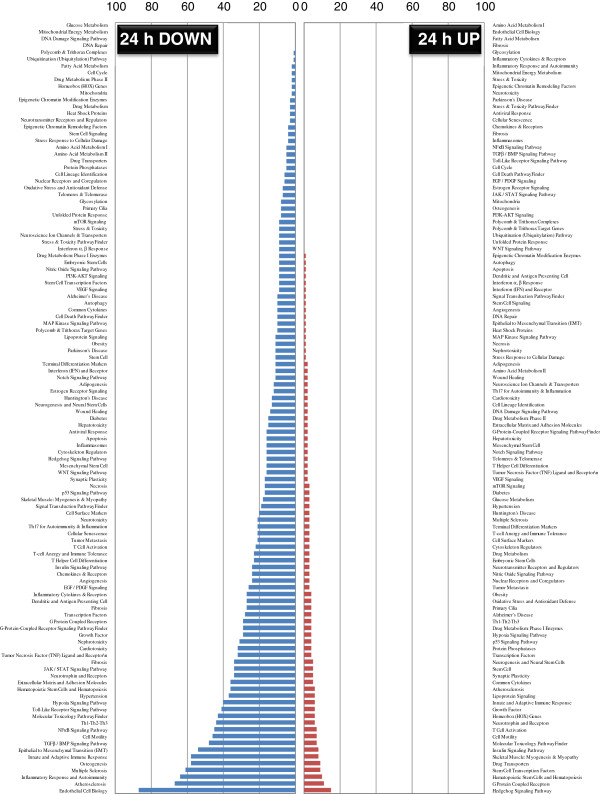
**Pathway and disease states-focused gene classification of pituitary adenylate cyclase-activating polypeptide (PACAP)-influenced genes at 24 h post-ischemia.** The up- and downregulated genes at 24 h hours after ischemia (ipsilateral hemisphere) were classified based on the available categories of more than 100 biological pathways or specific disease states the same as mentioned in Figure 3 in the SABiosciences PCR array list (QIAGEN; http://www.sabiosciences.com) for *Mus musculus*. The numbers in the y-axis represent the number of genes in each category, which are indicated on the x-axis.

#### PACAP influences early regulation/induction of interleukins

The predominant gene with annotated function influenced by PACAP38 injection was interleukin 6 (*IL6*; 4.3-fold upregulated at 6 h; Additional file 9: Table S3) upon analyzing the genes with focus on the keywords ischemia and PACAP (fourth column, Table 1). 

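The probe of *Il6* (A_51_P217218), spotted 10 times on each array, was upregulated 3.04-fold by PACAP38 in the ischemic hemisphere at 6 h, with a log2 ratio of 1.96 with PACAP38 in Cy5 and 1.24 in Cy3. Its single spots ranged from 1.99-fold to 4.38-fold in the mean of the 2 arrays. PACAP38 was well above background on 2 of 2 arrays and saline on 1 of 2. No fold is given for the sham hemisphere at 6 h, where saline was well above background on 1 of 2 arrays and PACAP38 on 0. Of the 93 upregulated probes of Table S3 with a value on both arrays it took rank 3, behind *Crtam* and *S100a5*, and *Clca3a1* followed at 2.93-fold. The log2 ratio of *Il6* was 0.17 after normexp and loess.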

By RT-PCR, the *IL6* mRNA abundance was also found to be strongly increased under PACAP treatment at 6 h in the ischemic hemisphere over both the sham and PMCAO alone expression levels (Figure 2). On the other hand, when focusing on the genes under the keywords PACAP and ischemia (fifth column, Table 1), no interleukins were found to be upregulated (Additional files 11: Table S5 and 12: Table S6). This is because in the ischemic hemisphere at 24 h, the PACAP plus PMCAO expression level was reduced compared to the sham plus PACAP control. This suggests that interleukin is only one target of PACAP action under ischemia, and PACAP might regulate different gene sets at different stages of ischemia progression. 

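The arrays held 41 probes of 33 interleukin genes, and receptors of interleukins were not counted among them. In the ischemic hemisphere at 6 h, 7 of these probes were upregulated and 5 downregulated by PACAP38, and 5 were up and 0 down on both arrays. At 24 h, 0 were upregulated and 12 downregulated, 7 of them on both arrays. Counting only probes well above background in at least 1 of the 2 groups, 6 were upregulated and 0 downregulated at 6 h, and 0 upregulated and 8 downregulated at 24 h. In sham 3 were upregulated at 6 h, 2 of them well above background, and 1 at 24 h, which was not. Upregulated in both the sham and the ischemic hemisphere were 0 of the 41 probes at 6 h and 0 at 24 h. Of the 41 probes, 24 at 6 h and 20 at 24 h were well above background in at least 1 group of the ischemic hemisphere, and the ratios of the others carry no firm direction.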

In other words, the influence of PACAP on interleukins should logically be early rather than late, to see the neuroprotective effects of PACAP38 administration to the brain.

*IL6* is one of the most well-known and critical inflammatory cytokines in the ischemic brain [26]. Further, this result also re-confirms, and at the same time differentiates, the finding of our previous study on ischemic brain gene expression profiles [14], where *IL6* was induced to very high levels (10.35-fold and 89.23-fold upregulated at 6 and 24 hours, respectively). It has been reported that PACAP stimulates IL-6 expression from neurons and astrocytes after ischemia [12], and the neuroprotective effect of PACAP mediates the IL-6 pathway [13]. This evidence supports our findings of increased *IL6* expression in acute response after PACAP injection. 

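The probe of *Il6* fell to 0.205-fold with PACAP38 over saline in the ischemic hemisphere at 24 h, with log2 ratios of −2.12 and −2.45 on the 2 arrays. Both groups were well above background on both arrays, and the 10 spots of the probe lay between 0.189-fold and 0.215-fold. The log2 ratio was −1.80 after normexp and loess. *Il6* was not well above background in either group of the sham hemisphere at 24 h.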

Surprisingly, the *IL6* gene was not among the 49 common genes at 24 h post-treatment, suggesting that PACAP negatively influences *IL6* expression after acute response. *IL6* seems to respond and rebound after the effects of PACAP deficiency at 24 hours after injection. Using this analytical approach, we can begin to see a certain function of PACAP38 in regulating the expression of the IL inflammatory cytokines, namely, PACAP activates the differential and early induction of ILs during ischemia progression.

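*Il1b* was upregulated 2.21-fold by PACAP38 in the ischemic hemisphere at 6 h, with log2 ratios of 1.29 and 1.00 on the 2 arrays, and *Il11* 1.57-fold, with 0.76 and 0.54. At 24 h *Il1b* fell to 0.240-fold and *Il11* to 0.185-fold. *Il11* was also at 0.523-fold in the sham hemisphere at 24 h. The probe of *Il1rap* that the paper lists (A_52_P467232) was at 2.03-fold at 6 h and 0.456-fold at 24 h. The other 4 probes of *Il1rap* lay between 1.01-fold and 1.21-fold at 6 h and between 1.16-fold and 1.49-fold at 24 h, the highest of them well above background on 1 of 2 arrays in each group, and the mean log2 ratio over all of its probes was 0.32 at 6 h and 0.12 at 24 h. The probe of *Il8rb*, now named *Cxcr2*, that the paper lists at 6 h (A_51_P148602) was not well above background in either group there. The other probe (A_52_P559975) was at 1.45-fold at 6 h, with saline well above background on 1 of 2 arrays, and fell to 0.288-fold at 24 h.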

Further, among the numerous cytokines found to be induced in the ischemic hemisphere [14], only *IL1b*, *IL8rb*, *ILl1rap*, and *IL11* were found to be upregulated at 6, but not at 24 h (Additional files 9: Table S3 and 10: Table S4). IL-11, a member of the IL-6 family of proinflammatory cytokines, can be a potential target for PACAP-mediated neuroprotection. IL-11 also has a role in the response to oxidative stress and compensatory proliferation [27], and has recently been proposed as a candidate cytokine clinically available for cardioprotection therapy [28,29]. Another potential target is the IL-1 receptor accessory protein gene *IL1rap*. The IL-1RAP is a necessary part of the interleukin 1 receptor complex that initiates signaling events to activate the IL-1-responsive genes. Further, the *IL1rap* is also associated with IL-1 beta (IL-1b), and an early study had revealed that IL-1RAcP is necessary for centrally mediated neuroendocrine and immune responses to IL-1beta [30,31]. These reports imply that IL-11 and IL-1 pathway could connect with PACAP-induced neuroprotection after brain ischemia.

#### Novel induction of the cytotoxic and regulatory T cell molecule (Crtam) gene at 6 h

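The probe of *Crtam* (A_51_P150302) was upregulated 4.23-fold by PACAP38 in the ischemic hemisphere at 6 h, with a log2 ratio of 1.99 with PACAP38 in Cy5 and 2.17 in Cy3, and was well above background in both groups on both arrays. Its log2 ratio was 0.70 after normexp and loess. It was at least 1.06-fold higher with PACAP38 in the sham hemisphere at 6 h, with saline not well above background on either array.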

We identified *Crtam*, also called the MHC class-1-restricted T-cell-associated molecule, as a 4.2-fold upregulated gene at only 6 h (Additional file 9: Table S3). To our knowledge, this is the first report of *Crtam* gene expression by PACAP. The *Crtam* gene was initially identified as a new member of the immunoglobulin superfamily (Ig-SF) from the molecular analysis of natural killer T (NKT) cells, by Kennedy *et al*. [32]. CRTAM is also expressed by other types of activated T cells, CD4^+^ and CD8^+^. Interestingly, CRTAM maintains the T cell’s polarity, which regulates T cell activation and movement through the lymphatic system and tissues [33]. Moreover, CRTAM regulates IFN and IL-22 production [34]. In our RT-PCR results, the *IL22* mRNA expression was also strongly upregulated in PACAP administration at 6 h compared to the control (Figure 2), suggesting that PACAP affects activation and invasion of T cells in the ischemic brain. A recent review has stated that T lymphocytes are activated, infiltrated into the brain, and appear to release cytokines to contribute to the early inflammation and brain injury following an ischemic stroke [35]. PACAP-induced neuroprotection may mediate T cell activation and infiltration to regulate the acute phase of inflammation.

During the initial finding of this gene in lymphoid tissues, the *Crtam* RNA was also found in the brain as expected, but its significance has remained unclear [32]. In 2006, CRTAM was characterized and found to be highly expressed in the human cerebellum, particularly the Purkinje neurons, and where it was reported that CRTAM/Necl-2 binding may contribute to neuronal interactions [36]. Recently, the *Crtam* gene was also reported as an ethanol-responsive gene, and associated with alcohol preference in mice [37]. Although, we do not know the neuronal CRTAM function, based on the few reports available to date, it is tempting to speculate a neuroprotective role under PACAP influence in the ischemic hemisphere. Moreover, as with the induction of *IL* genes, it is of interest to note that *Crtam* is also regulated by PACAP38 at 6 but not 24 h, suggesting that PACAP effects at the molecular level can be seen within hours of administration to the brain. This result is also in accordance with our observation with the RT-PCR data that the effect of PACAP on gene expression can be divided into an early response (with potential involvement in neuroprotection) and late response (secondary effects) in the ischemic hemisphere. Nevertheless, additional experiments by functional approaches using the candidate genes are necessary to demonstrate the mechanism behind the action of PACAP.

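*Crtam* fell to 0.559-fold with PACAP38 in the ischemic hemisphere at 24 h, with log2 ratios of −0.77 and −0.91 on the 2 arrays, and after normexp and loess the log2 ratio was −0.34. Its ratio in the sham hemisphere at 24 h was 1.06-fold, and the arrays differed in direction. Reasoning from genes such as *Crtam* and the interleukins, which rose with PACAP38 in the ischemic hemisphere at 6 h and not at 24 h, the paper proposes an effect of PACAP38 on gene expression within hours of administration.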

### Two-dimensional gel electrophoresis western blotting, and immunofluorescent staining analysis identifies CRMP2 as a candidate protein factor in PACAP-influenced neuroprotection in the ischemic hemisphere

Total soluble protein profiles were first examined by one-dimensional gel electrophoresis (SDS-PAGE). Staining the separated proteins with Flamingo fluorescent stain showed no significant differences in polypeptide patterns among all the samples examined (Additional file 6: Figure S4). Therefore, we proceeded to two-dimensional analysis. Flamingo-stained two-dimensional gel protein spots clearly revealed a major and newly appeared spot with a molecular weight of approximately 60 kDa and a pI of 5.5, in the ischemic hemisphere at 6 h (lower left two-dimensional gel image, Figure 5A) over the sham saline sample; this spot was also observed in the PACAP38-treated ischemic brain (lower right two-dimensional gel, Figure 5A) over the sham PACAP sample. Interestingly, the same spot was also observed at a much stronger intensity (more than 2-fold) in the ischemic hemisphere at 24 h (lower left two dimensional gel image, Figure 5B) but not in the sham saline sample. Two additional minor spots appeared at approximately the same molecular weight range but with a slightly acidic pI (isoelectric point). Surprisingly, and in contrast to the 6 h results, the major and minor spots were not found in the PACAP38-treated brain (lower right two-dimensional gel image, Figure 5B) over the sham PACAP sample. To identify the protein in these newly appearing spots, we excised these three spots from the stained gels and after in-gel trypsin digestion analyzed the peptides by MALDI-TOF-MS, as described in Methods. The MASCOT search revealed the major abundant protein to be a dihydropyrimidinase-related protein 2 (DPYL2_MOUSE) or collapsin response mediator protein 2 (CRMP2_MOUSE). No significant data (protein IDs) could be obtained for the two protein spots with the lowest abundance appearing exclusively at 24 h post ischemia. The CRMP2 protein, as it more popularly known, is involved in axonal growth and neuronal differentiation [17]. Although there is no information to date on the effects of PACAP on the CRMP2 protein, a few studies have already shown that the CRMP2 protein is induced in the brain after focal cerebral ischemia, in old mouse brains, and in the cerebral cortex of rats [38-40].

**Figure 5:**
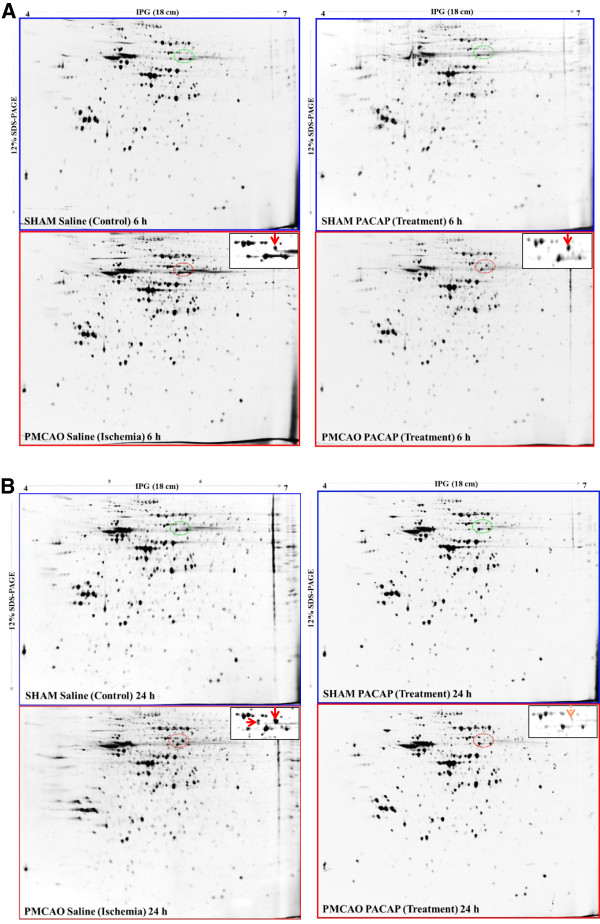
**Two-dimensional gel electrophoresis of the mouse brain.** (**A**) Total protein in the Sham (control) and PMCAO (ischemic) hemispheres were stained with Flamingo stain. (**A**) Separated proteins at 6 h after control and ischemia treatments, with (gels on right-hand side) or without PACAP38 (gels on left-hand side), respectively. (**B**) Separated proteins in the same profile as above at 24 h. Newly appearing protein/s in the ischemic hemispheres are indicated by the red dotted line circles, and the green dotted line circles represent the corresponding areas of the saline and PACAP samples. Inset: enlarged circle protein profiles. Total protein extraction, separation, staining, and image analyses procedures are detailed in Methods.

We next examined by western blot analysis the CRMP2 protein profile on SDS-PAGE. Using a specific CRMP2 protein antibody three main bands of approximately 70, 65, and 63 kDa were detected (Figure 6). No significant change in protein expression was seen among the sham control and PMCAO samples, with or without PACAP38 treatment. However, in the PMCAO samples only, at an approximate molecular weight of 56 kDa, a cross-reacting protein band was seen. At 6 h post-ischemia, the 56 kDa protein was increased in abundance over the minus-PACAP sample. At 24 h post-PACAP treatment the 56 kDa protein band was found at very low levels. This result matches the induction profile of the major protein spot seen on the two-dimensional gels. Further, using two anti-phosphorylated CRMP2 proteins antibodies, approximately 70 and 65 kDa and 70 kDa cross-reacting bands were observed. However, no significant change in abundance of protein bands was observed (Additional file 17: Figure S7). No specific band at the 56 kDa molecular weight was seen in the PMCAO group. These data rule out the possibility of protein phosphorylation as a post-translational modification for the appearance of the 56 kDa cross-reacting protein band.

**Figure 6:**
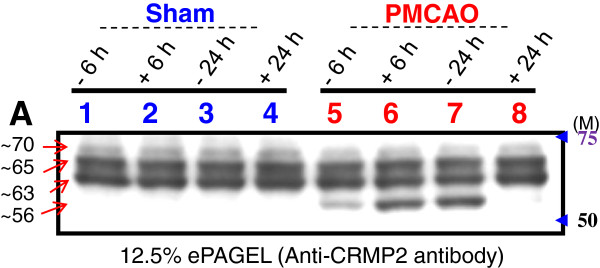
**Western blot analysis of the CRMP2 protein cross-reacting proteins in sham control and permanent middle cerebral artery occlusion (PMCAO) with or without pituitary adenylate cyclase-activating polypeptide (PACAP) treatment.** Proteins cross-reacting with the anti-CRMP2 protein antibody are visible as three constitutively present proteins (approximately 70, 65, and 63 kDa size) in all samples. The approximately 56 kDa cross-reacting protein is seen only in the ischemic hemisphere (PMCAO). Lanes 1, 2 and 5, 6 are hemispheres dissected out at 6 h after control and ischemia treatments respectively. The symbol – (minus) indicates without PACAP38, that is, 1 μL of 0.9% saline, whereas + (plus) indicates with 1 pmol (1 μL) of PACAP38 injection. Total protein extraction, separation, Western blotting and image analyses procedures are detailed in Methods. Total protein in the Sham (control) and PMCAO (ischemic) hemispheres were stained with Flamingo stain as shown in Additional file 6: Figure S4.

Immunofluorescent staining using anti-CRMP2 antibody revealed that the CRMP2 protein is localized to the cytoplasm in neuronal cells as is evident from the healthy region of the ipsilateral hemisphere (Figure 7). Interestingly, in the penumbra, the CRMP2 protein appears to be more abundant in the 6-h PACAP group. In the core region, the CRMP2 protein is reduced in abundance, in particular under PACAP38 treatment, especially prominent by almost no presence of CRMP2 at 24 h after PACAP treatment to the ischemic brain. Comparing these three data, it can be stated that 1) two-dimensional gel electrophoresis and western blot analysis confirmed the presence of a newly appearing 56 kDa protein, 2) PACAP treatment influences its induction at 6 h post-treatment in the ischemic hemisphere, and 3) a very low level of the CRMP2 protein on two-dimensional gel at 24 h post-ischemia under PACAP treatment correlates well with the results seen from western blot analysis data and immunofluorescent staining of the core region. In other words, our results show that PACAP treatment affects the expression of CRMP2 protein, but how PACAP and CRMP2 are involved in neuroprotection of the brain remains to be answered.

**Figure 7:**
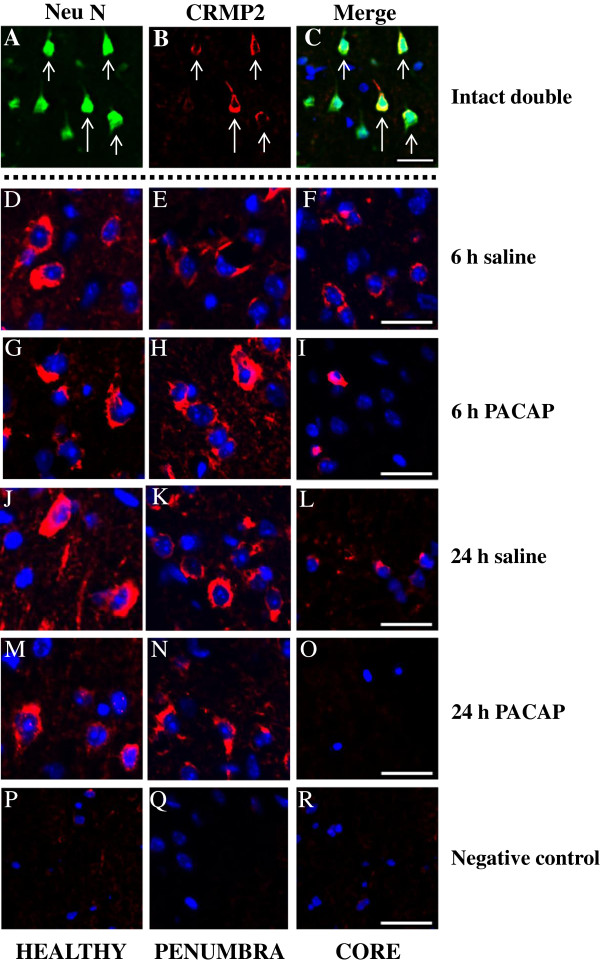
**Immunofluorescent staining.** Neurons express CRMP2 at 6 and 24 h after permanent middle cerebral artery occlusion (PMCAO). A,B,C: triple immunofluorescence staining for CRMP2, NeuN and 4′, 6-diamidine-2-phenylindole dihydrochloride (DAPI); the merged picture displays expression of CRMP2 by NeuN positive neuron but not DAPI-positive neurons. D,G,J,M,P: healthy; E,H,K,N,Q: penumbra; and F,I,L,O,R: core. D-R: double immunofluorescence staining for CRMP2, and DAPI; the merged picture shows mutually exclusive expression of neuron. The merged picture shows membranous localization of CRMP2 surrounding DAPI-positive nuclei. All images were captured in the ipsilateral hippocampus. Intact (double): A, B, C; 6 h saline: D, E, F; 6-h pituitary adenylate cyclase-activating polypeptide (PACAP): G, H, I; 24 h saline: J, K, L; 24 h PACAP: M, N, O; negative control: P, Q, R. Green - NeuN, Red - CRMP2, and Blue - DAPI. Scale bar: 20 μm. The sections were prepared as described in Methods; see also Additional file 8: Figure S6.

## Conclusions

To our knowledge the omics-based study demonstrates significant change in gene and protein expressions after PACAP38 injection in the ischemic brain. Results presented in the study highlight the usefulness of global gene expression profiling in searching for changes in gene expression, and delineating the molecular events in a defined experimental PMCAO model. Furthermore, the proteomics approach proved to be critical in identifying the CRMP2 protein, which was surprisingly the most abundant and newly appearing protein spot on the two-dimensional gel. Post-confirmation of the two-dimensional gel spot by MS and western blot analyses, immuno-double staining revealed the possibility of CRMP2 as a controlling factor in PACAP-regulated control of ischemic neuroprotection. Forward or reverse genetic approaches involving certain target genes, including the most promising candidate CRMP2 protein, will be necessary to increase our understanding of the functional role of various genes in response to an ischemic injury and to clarify the precise mechanism behind PACAP38-induced neuroprotection. Furthermore, to further enhance our understanding of the functional roles of the many identified gene and protein candidates, future work such as utilizing the integrated pathway analysis (IPA) software for predicting the possible pathways and underlying mechanisms of PACAP-mediated molecular changes, and experiments, especially with the PACAP knockout mice, will be essential. Finally, the numerous specific PACAP target transcripts that were unannotated have not been discussed here, and will be also a target for future studies.

## Abbreviations

CAN: Acetonitrile; CNS: Central nervous system; CRMP2: Collapsin response mediator protein-2; Crtam: Regulatory T cell molecule; DAPI: 4′ 6-diamidine-2-phenylindole dihydrochloride; DPYL2: Dihydropyrimidinase-related protein 2; IL: Interleukin; MALDI-TOF-MS: Matrix-assisted laser desorption/ionization-time of flight-mass spectrometry; MS: Mass spectrometry; NG: Neurological grade; PACAP: Pituitary adenylate cyclase-activating polypeptide; PB: Phosphate buffer; PBS: Phosphate-buffered saline; PMCAO: Permanent middle cerebral artery occlusion; PVDF: Polyvinyldifluoride; TFA: Trifluoroacetic acid; VIP: Vasoactive intestinal polypeptide.

## Competing interests

The authors declare they have no competing interests.

## Authors' contributions

MH, TN, RR, JS, and SS discussed and designed the study plan. MH and TN performed the animal experiments. MH, TN, RR, JS, and TA designed and performed the genomics and proteomics experiments. MH, TN, RR, JS, and TO analyzed the data. MH and RR wrote the paper. MH, TN, RR, TT, KT, and SS checked, revised and finalized the paper. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Table S1.** The number of mice used for this experiment. A total of 23 mice were prepared, and 3 each were selected randomly based on neurological grade (NG). Mice with score 0 and 3 were not selected for sampling the brains. Click here for file

Additional file 2 **Table S2.** Primer combinations used for RT-PCR. Click here for file

Additional file 3 **Figure S1.** Preparation of LB-TT. Click here for file

Additional file 4 **Figure S2.** ProteoExtract Protein Precipitation Kit Protocol (Illustrated). Click here for file

Additional file 5 **Figure S3.** Two-dimensional gel electrophoresis. (2-DGE) Click here for file

Additional file 6 **Figure S4.** One-dimensional gel electrophoresis (SDS-PAGE). Click here for file

Additional file 7 **Figure S5.** Dissected Brain Storage and Sectioning Protocol (Illustrated). Click here for file

Additional file 8 **Figure S6.** Dissected Regions as Ischemic core, Penumbra and Healthy of the Ipsilateral Hemisphere (Illustrated). Click here for file

Additional file 9 **Table S3.** Effect of PACAP 38 injection on expression of genes at 6 h with a focus on ischemia and PACAP. Click here for file

Additional file 10 **Table S4.** Effect of PACAP 38 injection on expression of genes at 24 h with a focus on ischemia and PACAP. Click here for file

Additional file 11 **Table S5.** Effect of PACAP 38 injection on expression of genes at 6 h with a focus on PACAP and ischemia. Click here for file

Additional file 12 **Table S6.** Effect of PACAP 38 injection on expression of genes at 24 h with a focus on PACAP and ischemia. Click here for file

Additional file 13 **Table S7.** The functionally categorized (pathway- or specific disease states-focused gene classifications) upregulated genes at 6 h. Click here for file

Additional file 14 **Table S8.** The functionally categorized (pathway- or specific disease states-focused gene classifications) downregulated genes at 6 h. Click here for file

Additional file 15 **Table S9.** The functionally categorized (pathway- or specific disease states-focused gene classifications) upregulated genes at 24 h. Click here for file

Additional file 16 **Table S10.** The functionally categorized (pathwayor specific disease states-focused gene classifications) downregulated genes at 24 h. Click here for file

Additional file 17 **Figure S7.** Western blot analysis of the anti-phosphorylated CRMP2 proteins cross-reacting proteins. Click here for file

# Supplementary material for: Transcriptomics and proteomics analyses of the PACAP38 influenced ischemic brain in permanent middle cerebral artery occlusion model mice
**Source:** J Neuroinflammation. 2012 Nov 23;9:256. doi: 10.1186/1742-2094-9-256
**Supplement:** Additional file 3 — Figure S1. Preparation of LB-TT.

## Slide 1
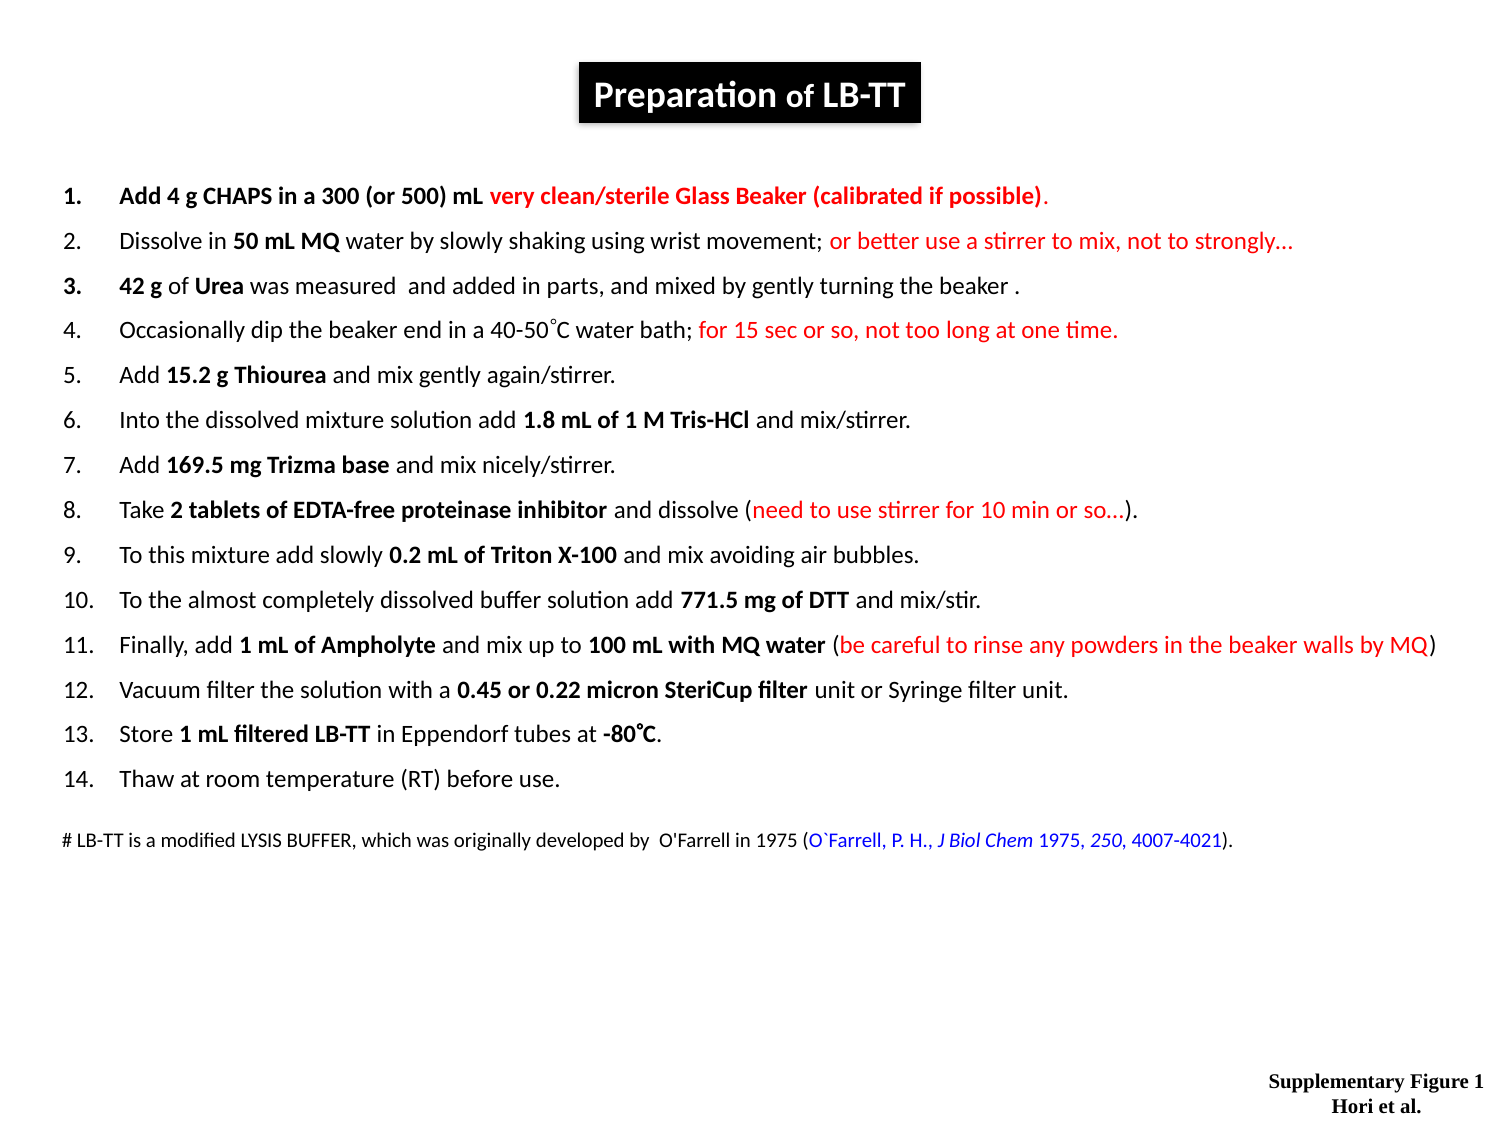

Preparation of LB-TT
Add 4 g CHAPS in a 300 (or 500) mL very clean/sterile Glass Beaker (calibrated if possible).
Dissolve in 50 mL MQ water by slowly shaking using wrist movement; or better use a stirrer to mix, not to strongly…
42 g of Urea was measured and added in parts, and mixed by gently turning the beaker .
Occasionally dip the beaker end in a 40-50C water bath; for 15 sec or so, not too long at one time.
Add 15.2 g Thiourea and mix gently again/stirrer.
Into the dissolved mixture solution add 1.8 mL of 1 M Tris-HCl and mix/stirrer.
Add 169.5 mg Trizma base and mix nicely/stirrer.
Take 2 tablets of EDTA-free proteinase inhibitor and dissolve (need to use stirrer for 10 min or so…).
To this mixture add slowly 0.2 mL of Triton X-100 and mix avoiding air bubbles.
To the almost completely dissolved buffer solution add 771.5 mg of DTT and mix/stir.
Finally, add 1 mL of Ampholyte and mix up to 100 mL with MQ water (be careful to rinse any powders in the beaker walls by MQ)
Vacuum filter the solution with a 0.45 or 0.22 micron SteriCup filter unit or Syringe filter unit.
Store 1 mL filtered LB-TT in Eppendorf tubes at -80C.
Thaw at room temperature (RT) before use.
# LB-TT is a modified LYSIS BUFFER, which was originally developed by O'Farrell in 1975 (O`Farrell, P. H., J Biol Chem 1975, 250, 4007-4021).
Supplementary Figure 1
Hori et al.

# Supplementary material for: Transcriptomics and proteomics analyses of the PACAP38 influenced ischemic brain in permanent middle cerebral artery occlusion model mice
**Source:** J Neuroinflammation. 2012 Nov 23;9:256. doi: 10.1186/1742-2094-9-256
**Supplement:** Additional file 4 — Figure S2. ProteoExtract Protein Precipitation Kit Protocol (Illustrated).

## Slide 1
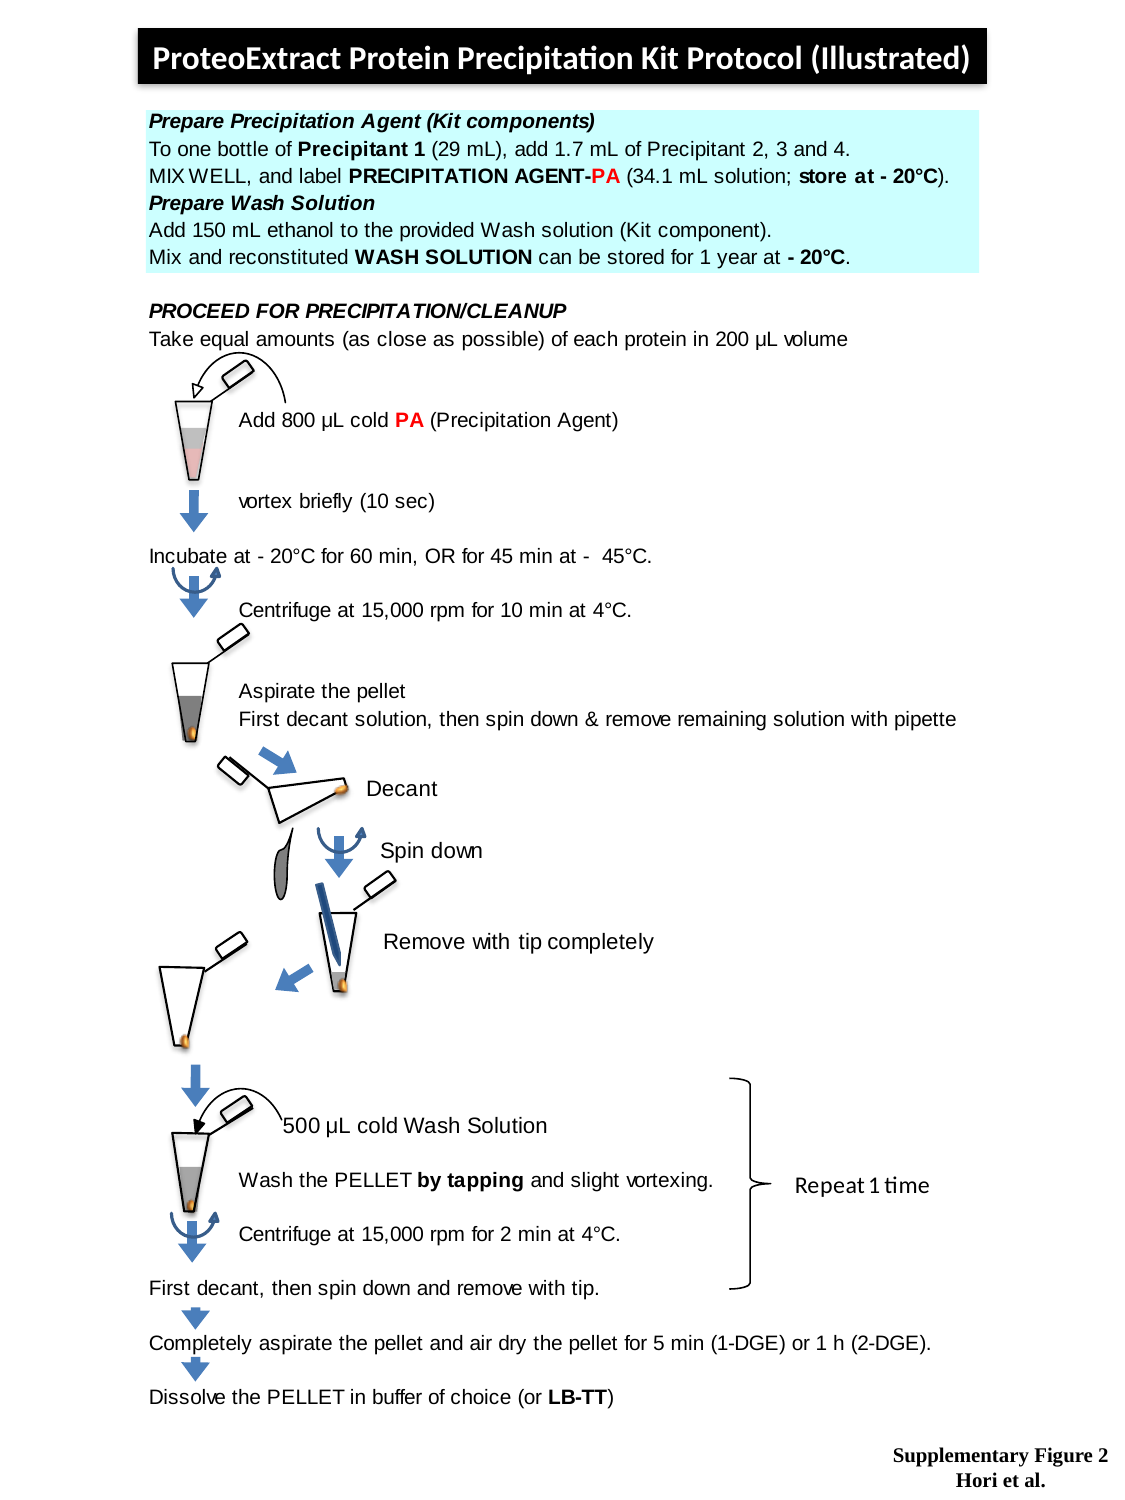

ProteoExtract Protein Precipitation Kit Protocol (Illustrated)
Supplementary Figure 2
Hori et al.

# Supplementary material for: Transcriptomics and proteomics analyses of the PACAP38 influenced ischemic brain in permanent middle cerebral artery occlusion model mice
**Source:** J Neuroinflammation. 2012 Nov 23;9:256. doi: 10.1186/1742-2094-9-256
**Supplement:** Additional file 5 — Figure S3. Two-dimensional gel electrophoresis. (2-DGE)

## Slide 1
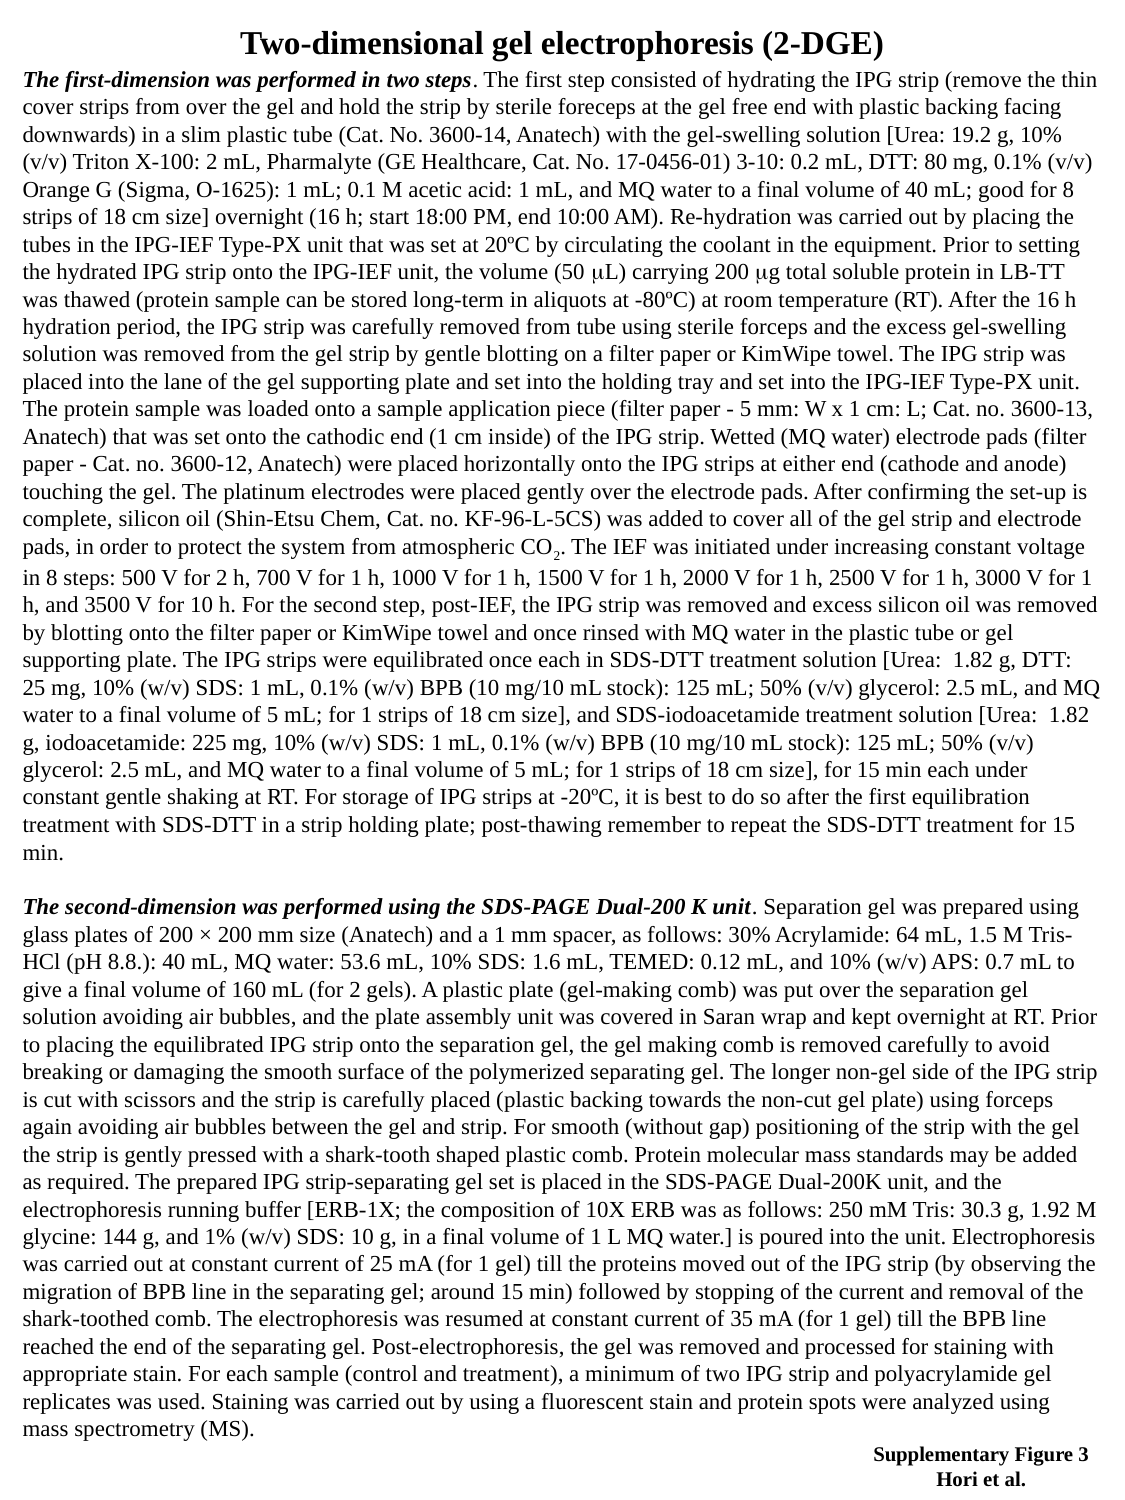

Two-dimensional gel electrophoresis (2-DGE)
The first-dimension was performed in two steps. The first step consisted of hydrating the IPG strip (remove the thin cover strips from over the gel and hold the strip by sterile foreceps at the gel free end with plastic backing facing downwards) in a slim plastic tube (Cat. No. 3600-14, Anatech) with the gel-swelling solution [Urea: 19.2 g, 10% (v/v) Triton X-100: 2 mL, Pharmalyte (GE Healthcare, Cat. No. 17-0456-01) 3-10: 0.2 mL, DTT: 80 mg, 0.1% (v/v) Orange G (Sigma, O-1625): 1 mL; 0.1 M acetic acid: 1 mL, and MQ water to a final volume of 40 mL; good for 8 strips of 18 cm size] overnight (16 h; start 18:00 PM, end 10:00 AM). Re-hydration was carried out by placing the tubes in the IPG-IEF Type-PX unit that was set at 20ºC by circulating the coolant in the equipment. Prior to setting the hydrated IPG strip onto the IPG-IEF unit, the volume (50 mL) carrying 200 mg total soluble protein in LB-TT was thawed (protein sample can be stored long-term in aliquots at -80ºC) at room temperature (RT). After the 16 h hydration period, the IPG strip was carefully removed from tube using sterile forceps and the excess gel-swelling solution was removed from the gel strip by gentle blotting on a filter paper or KimWipe towel. The IPG strip was placed into the lane of the gel supporting plate and set into the holding tray and set into the IPG-IEF Type-PX unit. The protein sample was loaded onto a sample application piece (filter paper - 5 mm: W x 1 cm: L; Cat. no. 3600-13, Anatech) that was set onto the cathodic end (1 cm inside) of the IPG strip. Wetted (MQ water) electrode pads (filter paper - Cat. no. 3600-12, Anatech) were placed horizontally onto the IPG strips at either end (cathode and anode) touching the gel. The platinum electrodes were placed gently over the electrode pads. After confirming the set-up is complete, silicon oil (Shin-Etsu Chem, Cat. no. KF-96-L-5CS) was added to cover all of the gel strip and electrode pads, in order to protect the system from atmospheric CO2. The IEF was initiated under increasing constant voltage in 8 steps: 500 V for 2 h, 700 V for 1 h, 1000 V for 1 h, 1500 V for 1 h, 2000 V for 1 h, 2500 V for 1 h, 3000 V for 1 h, and 3500 V for 10 h. For the second step, post-IEF, the IPG strip was removed and excess silicon oil was removed by blotting onto the filter paper or KimWipe towel and once rinsed with MQ water in the plastic tube or gel supporting plate. The IPG strips were equilibrated once each in SDS-DTT treatment solution [Urea: 1.82 g, DTT: 25 mg, 10% (w/v) SDS: 1 mL, 0.1% (w/v) BPB (10 mg/10 mL stock): 125 mL; 50% (v/v) glycerol: 2.5 mL, and MQ water to a final volume of 5 mL; for 1 strips of 18 cm size], and SDS-iodoacetamide treatment solution [Urea: 1.82 g, iodoacetamide: 225 mg, 10% (w/v) SDS: 1 mL, 0.1% (w/v) BPB (10 mg/10 mL stock): 125 mL; 50% (v/v) glycerol: 2.5 mL, and MQ water to a final volume of 5 mL; for 1 strips of 18 cm size], for 15 min each under constant gentle shaking at RT. For storage of IPG strips at -20ºC, it is best to do so after the first equilibration treatment with SDS-DTT in a strip holding plate; post-thawing remember to repeat the SDS-DTT treatment for 15 min.
The second-dimension was performed using the SDS-PAGE Dual-200 K unit. Separation gel was prepared using glass plates of 200 × 200 mm size (Anatech) and a 1 mm spacer, as follows: 30% Acrylamide: 64 mL, 1.5 M Tris-HCl (pH 8.8.): 40 mL, MQ water: 53.6 mL, 10% SDS: 1.6 mL, TEMED: 0.12 mL, and 10% (w/v) APS: 0.7 mL to give a final volume of 160 mL (for 2 gels). A plastic plate (gel-making comb) was put over the separation gel solution avoiding air bubbles, and the plate assembly unit was covered in Saran wrap and kept overnight at RT. Prior to placing the equilibrated IPG strip onto the separation gel, the gel making comb is removed carefully to avoid breaking or damaging the smooth surface of the polymerized separating gel. The longer non-gel side of the IPG strip is cut with scissors and the strip is carefully placed (plastic backing towards the non-cut gel plate) using forceps again avoiding air bubbles between the gel and strip. For smooth (without gap) positioning of the strip with the gel the strip is gently pressed with a shark-tooth shaped plastic comb. Protein molecular mass standards may be added as required. The prepared IPG strip-separating gel set is placed in the SDS-PAGE Dual-200K unit, and the electrophoresis running buffer [ERB-1X; the composition of 10X ERB was as follows: 250 mM Tris: 30.3 g, 1.92 M glycine: 144 g, and 1% (w/v) SDS: 10 g, in a final volume of 1 L MQ water.] is poured into the unit. Electrophoresis was carried out at constant current of 25 mA (for 1 gel) till the proteins moved out of the IPG strip (by observing the migration of BPB line in the separating gel; around 15 min) followed by stopping of the current and removal of the shark-toothed comb. The electrophoresis was resumed at constant current of 35 mA (for 1 gel) till the BPB line reached the end of the separating gel. Post-electrophoresis, the gel was removed and processed for staining with appropriate stain. For each sample (control and treatment), a minimum of two IPG strip and polyacrylamide gel replicates was used. Staining was carried out by using a fluorescent stain and protein spots were analyzed using mass spectrometry (MS).
Supplementary Figure 3
Hori et al.

# Supplementary material for: Transcriptomics and proteomics analyses of the PACAP38 influenced ischemic brain in permanent middle cerebral artery occlusion model mice
**Source:** J Neuroinflammation. 2012 Nov 23;9:256. doi: 10.1186/1742-2094-9-256
**Supplement:** Additional file 6 — Figure S4. One-dimensional gel electrophoresis (SDS-PAGE).

## Slide 1
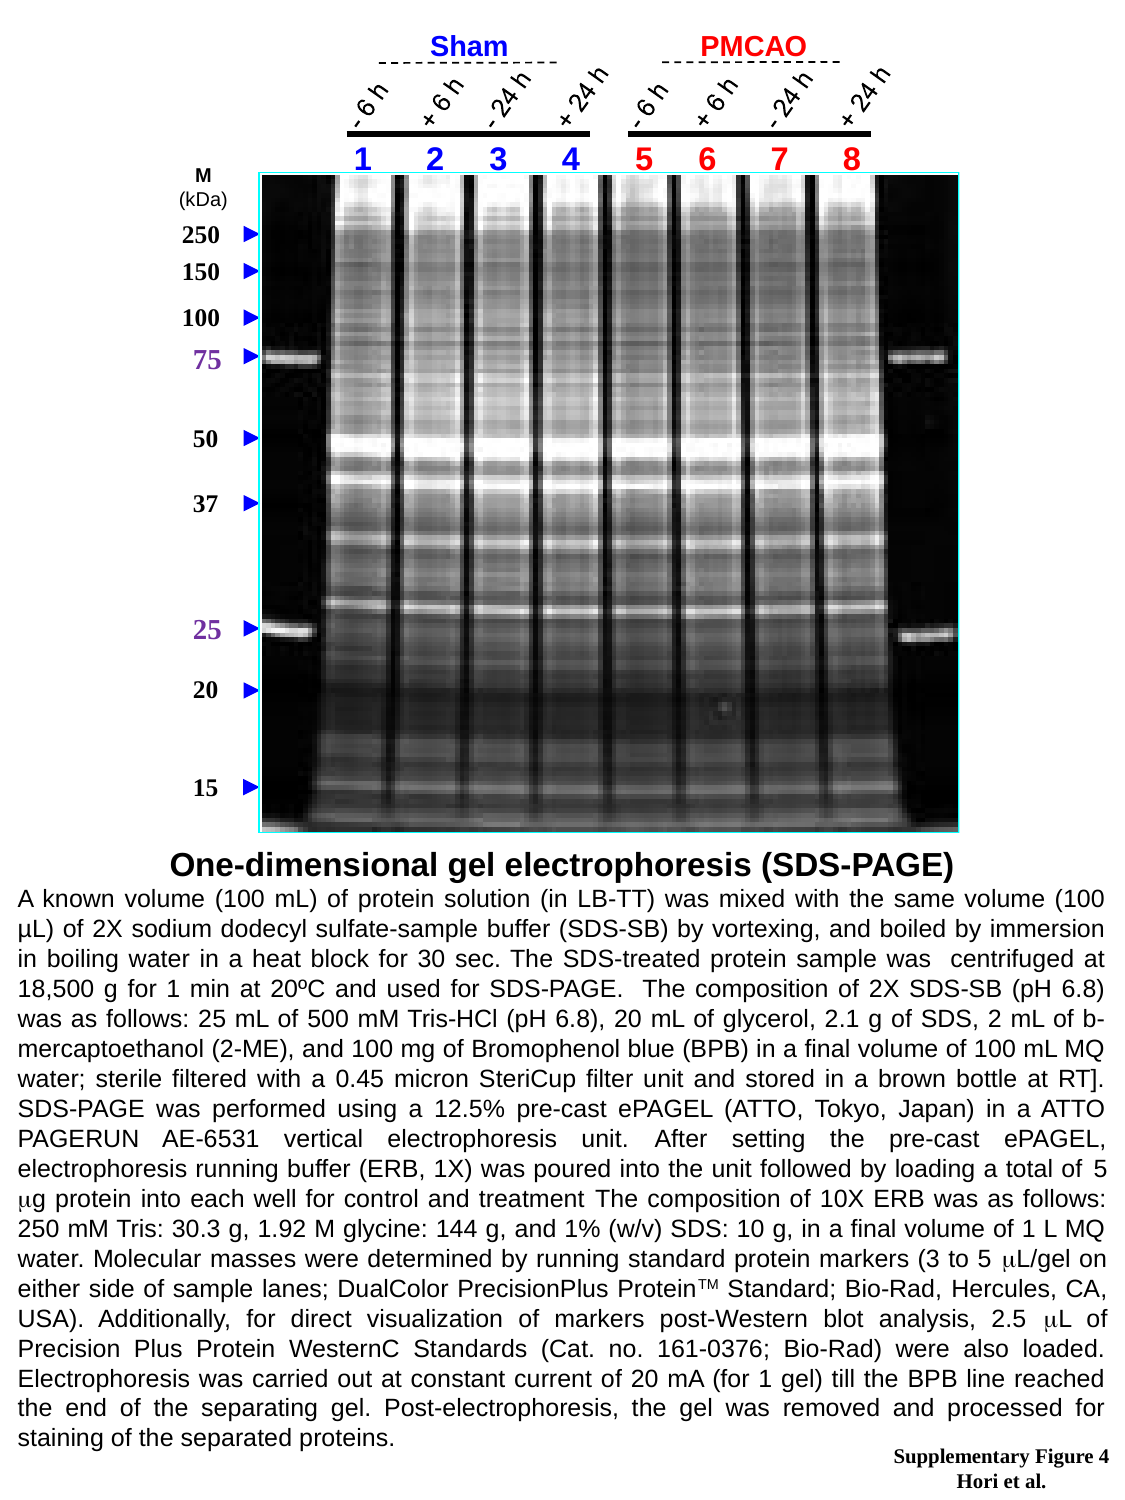

One-dimensional gel electrophoresis (SDS-PAGE)
A known volume (100 mL) of protein solution (in LB-TT) was mixed with the same volume (100 µL) of 2X sodium dodecyl sulfate-sample buffer (SDS-SB) by vortexing, and boiled by immersion in boiling water in a heat block for 30 sec. The SDS-treated protein sample was centrifuged at 18,500 g for 1 min at 20ºC and used for SDS-PAGE. The composition of 2X SDS-SB (pH 6.8) was as follows: 25 mL of 500 mM Tris-HCl (pH 6.8), 20 mL of glycerol, 2.1 g of SDS, 2 mL of b-mercaptoethanol (2-ME), and 100 mg of Bromophenol blue (BPB) in a final volume of 100 mL MQ water; sterile filtered with a 0.45 micron SteriCup filter unit and stored in a brown bottle at RT]. SDS-PAGE was performed using a 12.5% pre-cast ePAGEL (ATTO, Tokyo, Japan) in a ATTO PAGERUN AE-6531 vertical electrophoresis unit. After setting the pre-cast ePAGEL, electrophoresis running buffer (ERB, 1X) was poured into the unit followed by loading a total of 5 mg protein into each well for control and treatment The composition of 10X ERB was as follows: 250 mM Tris: 30.3 g, 1.92 M glycine: 144 g, and 1% (w/v) SDS: 10 g, in a final volume of 1 L MQ water. Molecular masses were determined by running standard protein markers (3 to 5 mL/gel on either side of sample lanes; DualColor PrecisionPlus ProteinTM Standard; Bio-Rad, Hercules, CA, USA). Additionally, for direct visualization of markers post-Western blot analysis, 2.5 mL of Precision Plus Protein WesternC Standards (Cat. no. 161-0376; Bio-Rad) were also loaded. Electrophoresis was carried out at constant current of 20 mA (for 1 gel) till the BPB line reached the end of the separating gel. Post-electrophoresis, the gel was removed and processed for staining of the separated proteins.
Supplementary Figure 4
Hori et al.

# Supplementary material for: Transcriptomics and proteomics analyses of the PACAP38 influenced ischemic brain in permanent middle cerebral artery occlusion model mice
**Source:** J Neuroinflammation. 2012 Nov 23;9:256. doi: 10.1186/1742-2094-9-256
**Supplement:** Additional file 7 — Figure S5. Dissected Brain Storage and Sectioning Protocol (Illustrated).

## Slide 1
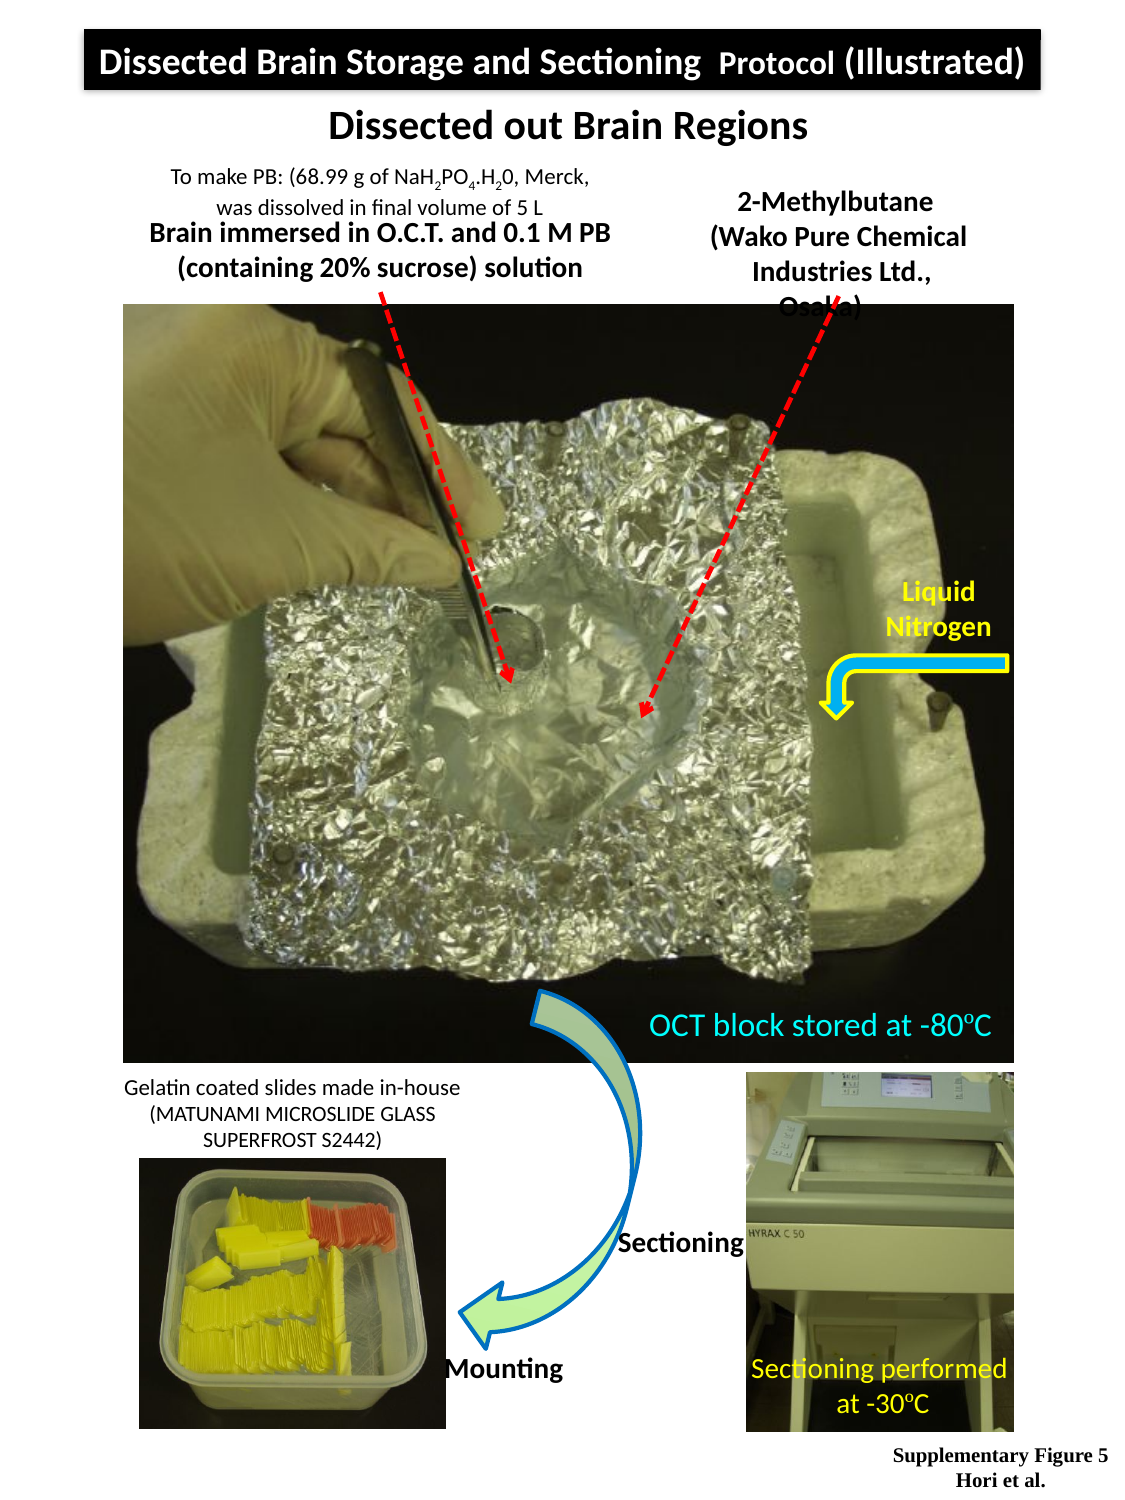

Dissected Brain Storage and Sectioning Protocol (Illustrated)
Dissected out Brain Regions
To make PB: (68.99 g of NaH2PO4.H20, Merck, was dissolved in final volume of 5 L
2-Methylbutane
(Wako Pure Chemical
 Industries Ltd., Osaka)
Brain immersed in O.C.T. and 0.1 M PB (containing 20% sucrose) solution
Liquid
Nitrogen
OCT block stored at -80ºC
Gelatin coated slides made in-house
(MATUNAMI MICROSLIDE GLASS SUPERFROST S2442)
Sectioning
Mounting
Sectioning performed
at -30ºC
Supplementary Figure 5
Hori et al.

# Supplementary material for: Transcriptomics and proteomics analyses of the PACAP38 influenced ischemic brain in permanent middle cerebral artery occlusion model mice
**Source:** J Neuroinflammation. 2012 Nov 23;9:256. doi: 10.1186/1742-2094-9-256
**Supplement:** Additional file 8 — Figure S6. Dissected Regions as Ischemic core, Penumbra and Healthy of the Ipsilateral Hemisphere (Illustrated).

## Slide 1
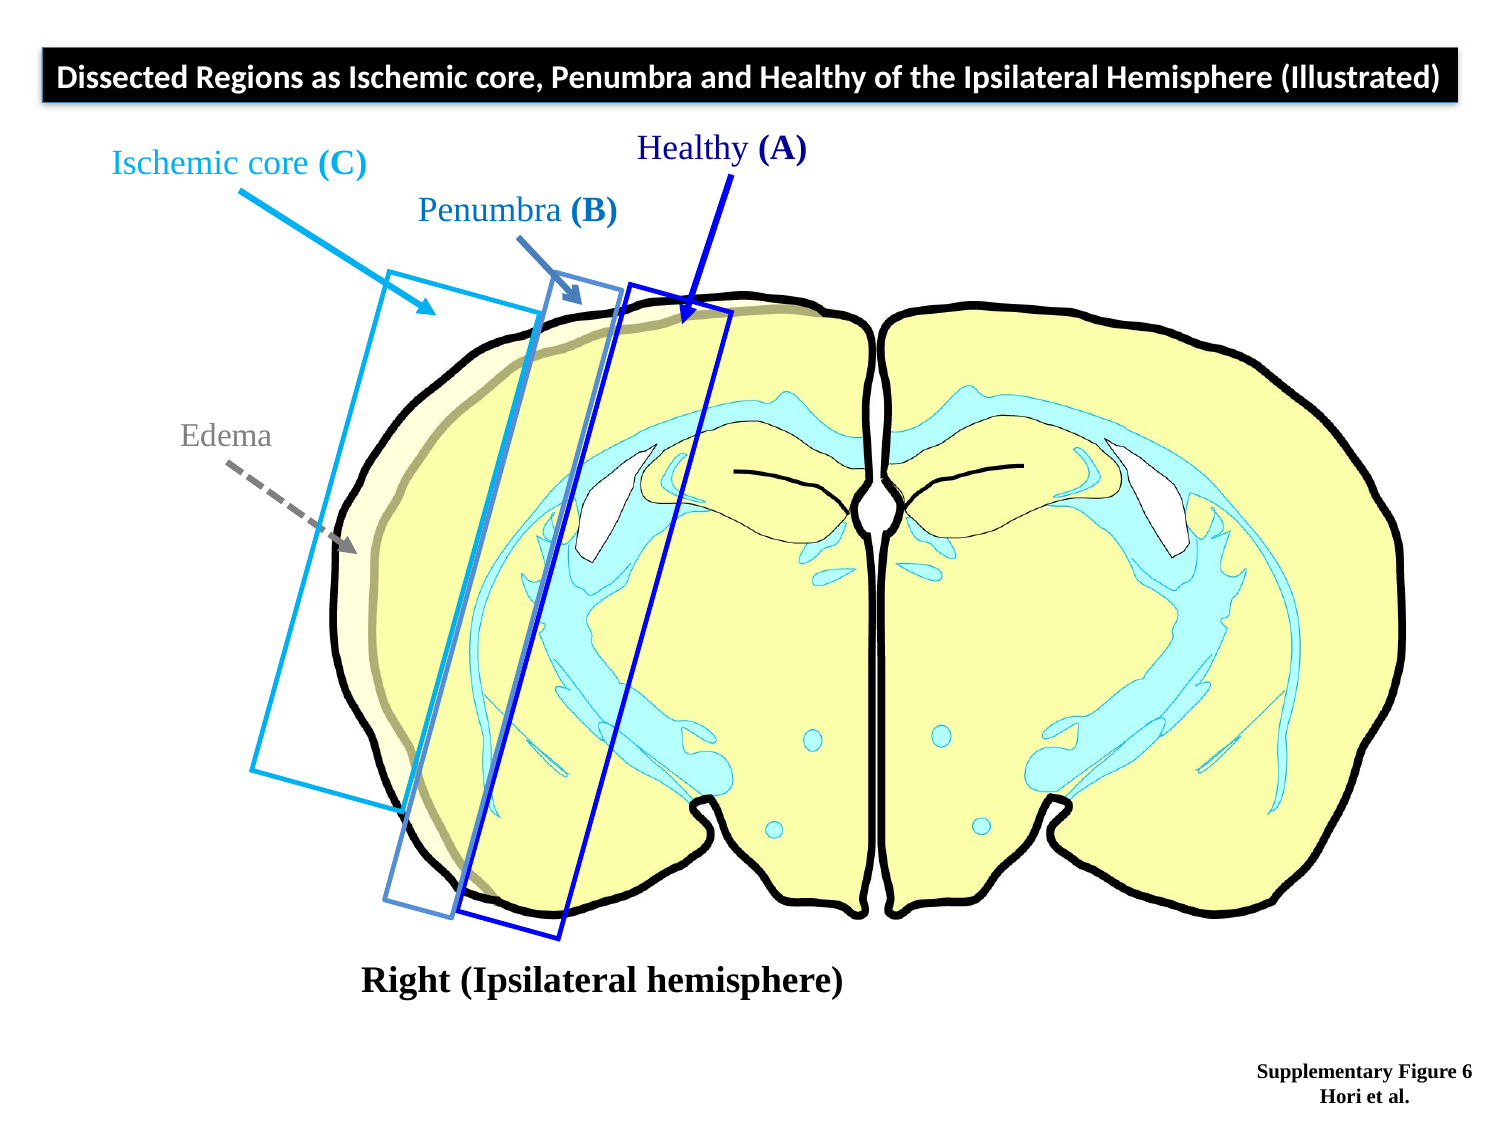

Dissected Regions as Ischemic core, Penumbra and Healthy of the Ipsilateral Hemisphere (Illustrated)
Healthy (A)
Ischemic core (C)
Penumbra (B)
Edema
Right (Ipsilateral hemisphere)
Supplementary Figure 6
Hori et al.

# Supplementary material for: Transcriptomics and proteomics analyses of the PACAP38 influenced ischemic brain in permanent middle cerebral artery occlusion model mice
**Source:** J Neuroinflammation. 2012 Nov 23;9:256. doi: 10.1186/1742-2094-9-256
**Supplement:** Additional file 17 — Figure S7. Western blot analysis of the anti-phosphorylated CRMP2 proteins cross-reacting proteins.

## Slide 1
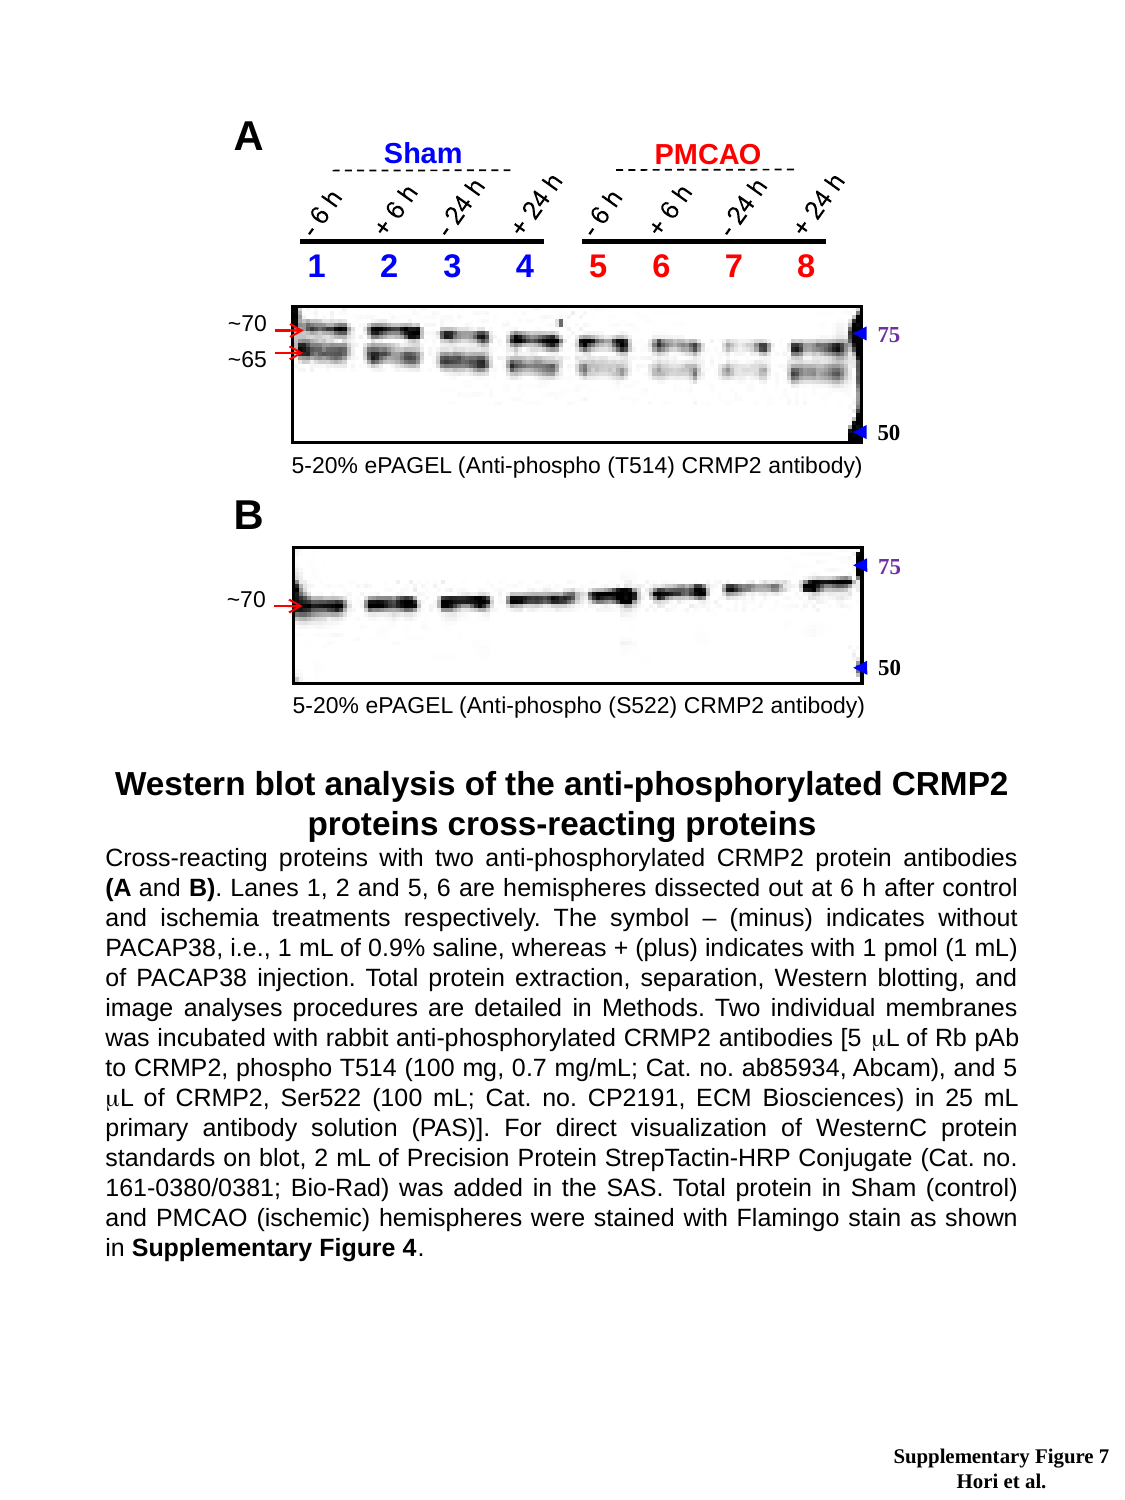

A
~70
75
~65
50
5-20% ePAGEL (Anti-phospho (T514) CRMP2 antibody)
B
75
~70
50
5-20% ePAGEL (Anti-phospho (S522) CRMP2 antibody)
Western blot analysis of the anti-phosphorylated CRMP2 proteins cross-reacting proteins
Cross-reacting proteins with two anti-phosphorylated CRMP2 protein antibodies (A and B). Lanes 1, 2 and 5, 6 are hemispheres dissected out at 6 h after control and ischemia treatments respectively. The symbol – (minus) indicates without PACAP38, i.e., 1 mL of 0.9% saline, whereas + (plus) indicates with 1 pmol (1 mL) of PACAP38 injection. Total protein extraction, separation, Western blotting, and image analyses procedures are detailed in Methods. Two individual membranes was incubated with rabbit anti-phosphorylated CRMP2 antibodies [5 mL of Rb pAb to CRMP2, phospho T514 (100 mg, 0.7 mg/mL; Cat. no. ab85934, Abcam), and 5 mL of CRMP2, Ser522 (100 mL; Cat. no. CP2191, ECM Biosciences) in 25 mL primary antibody solution (PAS)]. For direct visualization of WesternC protein standards on blot, 2 mL of Precision Protein StrepTactin-HRP Conjugate (Cat. no. 161-0380/0381; Bio-Rad) was added in the SAS. Total protein in Sham (control) and PMCAO (ischemic) hemispheres were stained with Flamingo stain as shown in Supplementary Figure 4.
Supplementary Figure 7
Hori et al.

How the deposited data were processed for this re-analysis (not part of the article)

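Gene expression was measured in the ipsilateral hemisphere of mice 6 h or 24 h after sham operation or PMCAO and injection of 1 pmol PACAP38 or saline. The 8 two-colour arrays make 4 comparisons of PACAP38 over saline, and each comparison has 2 arrays with the dyes exchanged and the same pooled RNA of 3 mice per group (900 ng per labeling). The labels of the series number the 2 arrays as separate pools, whereas the methods state that the same RNA was labeled in both ways. The 2 arrays were therefore taken as 1 replicate, as the methods say. For 3 arrays of 24 h a second copy of the file was present, and its values were identical.

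The authors scanned the arrays and deposited the output of Feature Extraction, whose version the file headers give as 9.5.1.1 at 6 h and 9.5.3.1 at 24 h. The deposited log10 ratio of each spot is Cy5 over Cy3 after background subtraction, detrending and dye normalization by that software. The deposited intensity columns hold the mean signal and the local background of each spot and the signal processed by the software. The deposited p-value of a spot comes from the error model of the software on 1 array and is not a test between mice. The deposited flags, with the values 0 and 1, mark outlier spots and spots well above background. The authors also deposited a table of the processed ratio of Cy5 over Cy3 for each array. On the arrays with PACAP38 in Cy3 the deposited values are scores, the same ratio with a minus sign put before it. The size of each value was set against the processed signals of each array and differed by at most 0.005.

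The log10 ratios were converted to log2 and their sign was changed on arrays with PACAP38 in Cy3. Control spots and spots marked as outliers were left out, the spots of one probe were averaged on each array, and the mean over the 2 arrays was used. Counts cover probes with a value on both arrays. For single genes the mean over the arrays with a value was used. A probe was upregulated above 1.5-fold and downregulated below 0.75-fold, as the paper states in its results, with no test within a comparison, since each has 1 replicate. Over the 4 comparisons, as 4 pairs of pools, the mean log2 ratio was tested with limma's moderated test and Benjamini-Hochberg adjustment at 0.05, with 3 residual degrees of freedom. This test was chosen after seeing the data. Probe names were taken from the RefSeq table for 22951 of the 41174 probes and from the files for 11758, and 6465 probes had no symbol. The noise value is the difference of the 2 arrays divided by 2.

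The genes named in the text were fixed by a rule before the data were examined, as were the thresholds, the marker lists and the alternatives below. The rule took every gene the paper names from its array or RT-PCR results, the transcript of CRMP2 (*Dpysl2*), and for each comparison the 3 highest and 3 lowest probes past the threshold on both arrays and well above background in the brighter channel. For a gene with several probes, the probe in the supplementary tables was used, otherwise the brightest. A probe not well above background in 1 group has only a lower limit. It was computed from signals after normexp with the offset given below, loess within arrays and Aquantile normalization between arrays. The brighter group was set against the higher of the probe's own signal in the dimmer group and the lowest signal of probes well above background on each array. The offset shrinks the ratios of dim probes, so a limit is not on the scale of the folds from the software ratios.

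The alternatives were normexp (offset 50) with loess in limma 3.58.1 under R 4.3.3, the deposited table of ratios, each array alone, only probes well above background in at least 1 channel on both arrays, past the threshold on both arrays, the significance calls of the software at 0.01, a threshold of 0.5 on the log2 scale or of 1.5-fold either way, and counting spots or gene symbols. For genes with several probes, the mean of all probes was an alternative. Tables were made with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and plots with matplotlib 3.10.9.

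For groups of marker genes, the median log2 ratio of a list was set among the medians of 10000 random lists of the same size, drawn from probes matched on mean signal in 20 bins. The percentile describes these pools and is not a test across mice. The 13 lists were markers of cerebellar granule cells, cerebellar Purkinje cells, olfactory bulb, serotonergic raphe, pituitary, hypothalamus, choroid plexus, neutrophils, T cells, erythrocytes, striatal medium spiny neurons, thalamus, and the acute response to ischemia.

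The counting was tested on simulated data made from the noise values, which also hold dye bias, with 200 probes changed 2-fold. Of these, 187 were recovered in sham at 6 h, 185 in PMCAO at 6 h, 188 in sham at 24 h and 188 in PMCAO at 24 h, while 5632, 6766, 5723 and 5057 unchanged probes also passed the threshold, of 36698, 39772, 41164 and 41167 probes. After normexp and loess, with the change added to the normalized values, all 200 were recovered and 8, 48, 596 and 136 unchanged probes passed. The noise was drawn separately for each simulated array, so dye bias did not cancel in the mean as it does in a dye swap. The counts of unchanged probes are therefore too high for the real data, where 4203, 4897, 2313 and 4598 probes passed in all. After normexp and loess, 77 passed in all in sham at 24 h. The list percentile was tested on 200 random lists of 12 genes from the 41167 probes of PMCAO at 24 h. Of lists with no shift 6% fell in the highest 5%, and of lists shifted by 0.5 on the log2 scale 100% did. The test over the 4 comparisons was run on 36121 simulated probes with the spread of the real ones, and it recovered 86 of 200 probes changed 2-fold in all comparisons, with 2 unchanged probes called. The number of arrays limits the precision. Spots of the same probe on an array spread more for probes below background in both channels than for probes above it.

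Values in Tables S3 to S6 were compared with single spots. Of 126 different probe values of Table S3, 126 lay within 2% of the mean of the 2 arrays for a single spot, as did 55 of 55 in Table S4, 67 of 67 for PMCAO and 56 of 56 for sham in Table S5, and 101 of 105 and 86 of 86 in Table S6. The ischemia-related genes, the RT-PCR and the protein data were not analysed here.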

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

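The tests of olfactory bulb and striatal neuron markers at 24 h, the use of the highest neutrophil marker and the single markers named were chosen only after the result was seen, and the tests of the lists at 6 h were planned. The differences between 6 h and 24 h in PMCAO, and between sham and PMCAO at 24 h, were not tested for the genes and lists below, since each sets 1 pair of pools against 1 other. With time and surgery as terms over all 4 pairs of pools, limma called 0 of 36121 probes for time and 0 for surgery at a Benjamini-Hochberg adjusted p under 0.05, with 1 residual degree of freedom, and 1775 and 2108 at an unadjusted p under 0.05. This test was also chosen after the result was seen. Time cannot be told apart from the slide and the scanner.

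A first group of genes rose with PACAP38 in the ischemic hemisphere at 6 h on both arrays and fell on both arrays at 24 h. The log2 ratio was 1.60 and −2.28 for *Il6*, 1.15 and −2.06 for *Il1b*, 0.92 and −3.38 for *Mmp8*, 1.02 and −1.13 for *Il1rap*, and 2.08 and −0.84 for *Crtam*. The lists of acute ischemia response genes (0.68 and −1.36), of neutrophil genes (0.37 and −1.84) and of thalamus genes (0.22 and −0.12) moved the same way. After normexp and loess the ratios at 6 h were 0.17 for *Il6*, 0.31 for *Il1b*, 0.23 for *Mmp8*, 0.39 for *Il1rap* and 0.70 for *Crtam*. This setting pulls the ratios of dim probes toward 0 by construction. With normexp and loess in PMCAO at 24 h they were −1.80 for *Il6*, −1.73 for *Il1b*, −0.84 for *Il1rap* and −0.34 for *Crtam*, and *Mmp8* was at 0.219-fold. With that setting the lists at 6 h were 0.45 for acute ischemia response, with 19 of 20 genes above 0, 0.21 for thalamus, with 10 of 10 above 0, and 0.011 for neutrophils. Without the genes that the paper names or lists the neutrophil list was 0.028, so its rise depended on the setting. The thalamus list at 24 h was −0.11 with the array of PACAP38 in Cy5 only and −0.0099 with that of Cy3 only. A larger ischemic response in the mice of the PACAP38 pool at 6 h stays open. The paper picked 16 of the 22 ischemia genes on the array from these pools. Without the genes that the paper names or lists in Tables S3 to S6, 5 genes of the list still had a median of 0.26, at percentile 99.29 of matched random lists. In sham at 6 h, without ischemia, the same restriction gave 0.36 over 6 genes, at percentile 100, so the rise of this list does not single out an ischemic response. At 24 h all 22 genes lay below 0, and less ischemic damage in the PACAP38 pool stays open as well. Markers of striatal neurons, which lie in the territory of the artery and are not discussed in the paper, had a median of 0.55 with PACAP38 at 24 h in PMCAO, above all matched random lists, with 10 of 10 genes above 0, and 0.03 in sham. With the array of PACAP38 in Cy5 only the median was 0.34, with 9 of 10 genes above 0, and with that of Cy3 only 0.85. Among them *Ppp1r1b* was at 0.13, with arrays that differed in direction. Fewer neutrophils in the PACAP38 pool at 24 h stay open too, since the highest of 9 neutrophil markers measured in both groups was at −0.48, with *S100a8* at −2.91 and *S100a9* at −3.08. A smaller infarct may come from PACAP38 or from the mice that entered each pool, and 1 pool per group cannot separate these.

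For *Il1rap* the rise at 6 h and the fall at 24 h rest on 1 of 5 probes. The mean over all of its probes was 0.32 at 6 h and 0.12 at 24 h, so a change of one transcript or a fault of that probe may lie behind it, and neither was tested.

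For *Crtam* at 6 h, T cells in the PACAP38 pool were weighed. The T cell list had a median of −0.033, at percentile 53.1 of matched random lists, and its members went both ways, with 5 of 12 above 0, from *Cd5* at −0.32 to *Cd2* at 0.56, which was well above background on 1 of 2 arrays in each group. This decides nothing, and T cells stay open. Cerebellar tissue in that pool may contribute. The paper cites *Crtam* in Purkinje neurons, and 10 cerebellar granule cell markers that it does not name had a median of 0.36. The Purkinje cell list itself had a median of 0.13 there and of 0.14 in PMCAO at 24 h, where *Crtam* fell. That list therefore does not single out the pool at 6 h. Regulation of *Crtam* by PACAP38 stays open and untested.

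*S100a5* had a log2 ratio of 1.62 in PMCAO at 6 h and of 1.82 in sham at 24 h, and of −4.42 in PMCAO at 24 h. The olfactory bulb list moved with it, with a median of 0.47 in PMCAO at 6 h, 0.06 in sham at 24 h and −1.16 in PMCAO at 24 h. The paper states that the bulb was removed before freezing. Uneven remains of bulb tissue may explain the pattern, in the PACAP38 pools at 6 h and in the saline pool of PMCAO at 24 h. Without the 4 genes that the paper names or lists in Tables S3 to S6, the 8 other bulb markers had a median of 0.55 in sham and 0.26 in PMCAO at 6 h, and of −0.67 in PMCAO at 24 h, at percentile 0.01. *Doc2g* was at 1.30 in sham at 6 h and fell by 1.68 in PMCAO at 24 h, and *Cdhr1* was at 0.98 and fell by 1.30. In sham at 24 h the list moved far less than *S100a5*, and what raised *S100a5* there stays open. The hemisphere also expresses genes of this list, since 10 to 12 of them were above background in each comparison. An effect of PACAP38 on the genes of the bulb stays open and untested.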

How the results depend on the processing

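The settings in which marked spots were kept, in which the spot with the highest mean ratio stood for a probe, and in which red over green had to be above 1.5 on 1 array and below 0.75 on the other, and the test over the 4 comparisons with its settings, were chosen only after the result was seen.

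A paired analysis within 1 comparison has no second pair of pools, since its 2 arrays hold the same RNA. Over the 4 comparisons, as 4 pairs of pools, limma called 0 probes up and 0 down at a Benjamini-Hochberg adjusted p under 0.05. The counts were also 0 and 0 after normexp and loess, with surgery and time fitted, without dim probes (20607 probes), and without each comparison in turn, where 3 pairs remain. The smallest adjusted p in these settings ran from 0.785 with surgery and time fitted to 0.963 without dim probes. At an unadjusted p under 0.05, the counts up and down were 926 and 671 after normexp and loess, 1090 and 932 with surgery and time fitted, and 525 and 366 without dim probes. They were 1129 and 938 without sham at 6 h, 1216 and 937 without PMCAO at 6 h, 952 and 704 without sham at 24 h, and 802 and 691 without PMCAO at 24 h. With PACAP38 and saline exchanged in some of the pairs, 4 of the 8 splits, the real one included, gave at least as many probes at an unadjusted p under 0.05. Chance cannot be excluded, and 8 splits could not exclude it.

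Of 140 alternatives for the 12 counts, 67 stayed within 1.5 times the count of the mean of both arrays and 73 did not. The cause was not tested, apart from what a setting leaves out by construction. Counting spots or gene symbols, the deposited table of ratios and the second copies of files left every count within 1.5 times. In the order sham 6 h, PMCAO 6 h, sham 24 h, PMCAO 24 h, the counts up and down are given next. Normexp and loess gave 11 and 29, 35 and 74, 7 and 70, and 56 and 1160. For common probes this setting gave 1 up and 0 down at 6 h, and 4 up and 36 down at 24 h. The offset pulls the ratios of dim probes toward 0, so fewer probes can pass. With each array alone, the counts ran from 2708 to 2827 up and 3618 to 4188 down in sham at 6 h, 2786 to 4317 up and 4143 to 5365 down in PMCAO at 6 h, 1647 to 2999 up and 3631 to 4197 down in sham at 24 h, and 2739 to 2838 up and 4162 to 5250 down in PMCAO at 24 h. Without dim probes they were 332 and 697, 1213 and 1327, 73 and 392, and 444 and 1948. Past the threshold on both arrays they were 290 and 381, 455 and 648, 93 and 367, and 339 and 1543, with 15 and 15 common at 6 h and 5 and 81 at 24 h. With the significance calls of the scanner software they were 33 and 12, 143 and 52, 16 and 44, and 124 and 760. With 1.5-fold either way the down counts were 1492, 1429, 719 and 1971. A threshold of 0.5 on the log2 scale moved the common counts to 253 and 205 at 6 h and 122 and 247 at 24 h. The rule of red over green gave 428 and 738, 805 and 477, 259 and 258, and 809 and 1438, with 27 and 16 common at 6 h and 20 and 59 at 24 h.

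The share of upregulated probes was 34.7%, 44.0%, 31.1% and 26.8%. Normexp and loess gave 27.5%, 32.1%, 9.09% and 4.61%, and in PMCAO it stayed higher at 6 h than at 24 h. With only the array of PACAP38 in Cy3 it was 45.2% in sham and 39.7% in PMCAO at 24 h. In sham the total count was higher at 6 h than at 24 h, but not after normexp and loess, with the significance calls of the software, or with only the array of PACAP38 in Cy3.

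Of 482 alternatives for 103 values of single genes, 417 moved by less than the spread between the 2 arrays, 64 moved by more and 1 reversed, *Il1rap* in PMCAO at 24 h, at 0.12 over all of its probes. Each array alone lies within that spread by construction, and the second copies of files hold identical values. Part of the 417 was therefore fixed in advance and says nothing on how firm the values are. With normexp and loess the log2 ratio in PMCAO was 0.093 for *C030005H24Rik*, 0.17 for *Il6* and 0.70 for *Crtam* at 6 h, and −1.80 for *Il6* and −0.34 for *Crtam* at 24 h. The spot with the highest mean ratio gave 2.13 for *Il6* at 6 h, and with marked spots kept *C030005H24Rik* was at 2.73 (the array left out otherwise enters there).

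Of 288 alternatives for 54 medians of gene lists, 222 moved by less than the spread between the 2 arrays, 63 moved by more and 3 reversed. Among the 222 are the second copies of files at 24 h, which could not move. Reversed were the choroid plexus list in sham at 24 h, from −0.37 to 0.042 with each array alone, and the acute ischemia response list in sham at 24 h, from −0.27 to 0.10 with each array alone and 0.20 without the genes the paper names. The olfactory bulb list in sham at 6 h went to 0.26 after normexp and loess, ran from 0.63 to 0.99 with each array alone and was 0.55 without the genes the paper names. In PMCAO at 6 h it was 0.13 after normexp and loess and 0.26 without those genes. In PMCAO at 24 h it was −0.74 after normexp and loess, −1.20 to −1.16 with each array alone, −0.67 without those genes and −1.30 without dim probes. The raphe list went to −0.093 in sham and −0.090 in PMCAO after normexp and loess at 6 h, and in PMCAO ran from −0.18 to −0.13 with each array alone and was −0.10 without the genes the paper names. The cerebellar granule cell list in PMCAO at 6 h was 0.13 after normexp and loess and ran from 0.35 to 0.40 with each array alone. The T cell list there ran from −0.17 to −0.10 with each array alone and was −0.12 without dim probes. The acute ischemia response list in PMCAO was 0.26 at 6 h without the genes the paper names. At 24 h it was −1.27 after normexp and loess, −1.47 to −1.36 with each array alone and −1.16 without those genes. The neutrophil list in PMCAO at 24 h was −0.88 after normexp and loess, −2.43 to −1.96 with each array alone and −1.04 without those genes. The cause was not tested.

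The signal limits these results, since between 62.1% and 76.0% of the spots on an array were well above background in a given channel, and the others carry no firm ratio.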

Differences from the paper's values

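The rule of red over green, the keeping of marked spots and the spot with the highest mean ratio were chosen only after the result was seen. The paper counts genes and the values here count probes. For PMCAO the paper also took out the genes related to ischemia alone, a step not repeated here.

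For upregulated probes the paper's values are 435 in sham at 6 h, 839 in PMCAO at 6 h and 263 in sham at 24 h, against 1459, 2153 and 720 here. For downregulated probes they are 743 in sham at 6 h, 498 in PMCAO at 6 h, 271 in sham at 24 h and 1468 in PMCAO at 24 h, against 2744, 2744, 1593 and 3366. Of the alternatives set before the data were examined, leaving out dim probes brought the counts within 1.5 times the paper's values for sham at 6 h up (332) and down (697), PMCAO at 6 h up (1213), sham at 24 h down (392) and PMCAO at 24 h down (1948). Requiring both arrays did so for sham at 6 h up (290), PMCAO at 6 h down (648), sham at 24 h down (367) and PMCAO at 24 h down (1543). For PMCAO at 24 h down, normexp with loess (1160) and 1.5-fold either way (1971) did so too. The other settings chosen then did not, and none did for upregulated probes in sham at 24 h. A rule chosen after seeing the values came within 1.5 times the paper's for all 8 counts. It took out no ischemia-related genes, so for PMCAO it does not repeat the paper's counting. The rule took the deposited ratio of red over green above 1.5 on 1 array of the pair and below 0.75 on the other, with each spot counted, and gave 428 and 738, 805 and 477, 259 and 258, and 809 and 1438.

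For probes common to sham and PMCAO the paper's values are 43 up and 24 down at 6 h and 30 up and 75 down at 24 h, against 146, 321, 67 and 395 here. Requiring both arrays gave 81 down at 24 h, within 1.5 times the paper's value, and no other setting chosen then came within 1.5 times of any of these counts. The rule of red over green, chosen after seeing the values, gave 16 down at 6 h, 20 up and 59 down at 24 h, which are within 1.5 times, and 27 up at 6 h, which is not.

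For *C030005H24Rik* in PMCAO at 6 h the paper's value in Table S3 is 6.66-fold, against 1.77-fold here on 1 array. Saline gave a signal of 52.8 on that array against a median background of 45, so this fold is not firm. Neither normexp with loess nor the deposited table of ratios reached the paper's value. With marked spots kept, a setting chosen after seeing the values, the gene was at 6.66-fold.

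The paper states that *C030005H24Rik* had the largest increase at 6 h. Here it was at 1.77-fold on 1 array, where saline was near background, below *Crtam* at 4.23-fold. With marked spots kept, chosen after seeing the values, it took rank 1 of the 96 upregulated probes of Table S3, and of all 41174 probes 4 had a higher mean ratio, among them *Gabra6*, whose change has only a lower limit. The paper names *Il6* as the leading gene with a known function in Table S3. Here *Crtam* took rank 1 and *S100a5* rank 2 of the 93 probes of that list, with *Il6* at rank 3. The spot of *Il6* with the highest mean ratio, chosen after seeing the values, reached 4.38-fold, above *Crtam* at 4.23-fold, and the paper's values are 4.3-fold and 4.2-fold. The paper states that more genes were upregulated at 6 h, and downregulated at 24 h. Here downregulated probes were more numerous at both times, and at 6 h upregulated probes were more numerous with 1.5-fold either way, with a threshold of 0.5 on the log2 scale (2864 up and 1942 down), with the significance calls of the software, and with the rule of red over green. The paper states that *Nf1* was slightly induced at 24 h, and the brightest probe had a mean log2 ratio of 0.06 here, with arrays that differed in direction, while a second probe was at 1.53-fold. The paper lists *Il8rb* as upregulated at 6 h, and the probe it lists was not well above background in either group here. Table S5 lists *Pax1* both as up and as down.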

Other observations

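The test of dye bias in sham at 24 h, the noise ratios after normexp and loess and those of up or down alone in PMCAO at 24 h, the use of *Cga* for the pituitary and the single markers named were chosen only after the result was seen, and the tests of the lists at 6 h and of noise in each comparison were planned.

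The number of probes past the threshold was compared with technical noise. The noise value passed the threshold 1.19 times as often as the mean of the 2 arrays in sham at 6 h, 1.11 times in PMCAO at 6 h, 2.30 times in sham at 24 h and 0.968 times in PMCAO at 24 h, where it was 1.08 times for upregulated and 0.926 times for downregulated probes. Dye bias of a probe cancels in the mean of the 2 arrays and stays in the noise value, so the noise value can exceed the noise of the mean, and these ratios leave open how many of the probes counted come from technical noise. After normexp and loess the noise value passed the threshold 0.55 times as often as the mean in sham at 6 h and 11.3 times in sham at 24 h. In PMCAO it did so 0.284 times at 6 h and 0.228 times for downregulated probes at 24 h, so noise does not account for most of the probes that pass in PMCAO after that normalization. The arrays of sham at 24 h ran against each other across probes. A candidate explanation is dye bias of single probes that the arrays of the slide share. The noise values of sham and PMCAO at 24 h correlated across probes at 0.648 with the ratios of the scanner software. After normexp and loess the correlation was 0.826. Other pairs of comparisons lay between 0.233 and 0.416 with the software and between −0.043 and 0.429 after normexp and loess. Sham and PMCAO at 6 h, which also shared a slide, were at 0.306 and 0.259. PMCAO at 6 h and at 24 h, on different slides, were at 0.416 and 0.429. At 6 h a shared slide thus did not go with a higher correlation. Genes are not independent replicates. *Prl* and *S100a5* kept their direction on both arrays of sham at 24 h, but the rule that listed them there required this. They therefore do not decide whether 1 array carries a wrong dye label.

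*Gabra6* rose with PACAP38 in PMCAO at 6 h, and the paper states that the cerebellum was removed. Cerebellar tissue in the PACAP38 pool may be the source. The cerebellar granule cell list had a median of 0.39, above all matched random lists, and 10 of its genes other than *Gabra6* had a median of 0.36, at percentile 99.99. The Purkinje cell list had a median of 0.13, at percentile 97.43, with 0.042 and 0.17 on the single arrays, and a median of 0.14 in PMCAO at 24 h as well, and *Car8* of that list had 2.09 and 1.33 on the 2 arrays, while *Homer3* was at −0.30. Of the granule cell list, *Neurod1* was at 0.68, *Cbln1* at 0.33 and *Grm4* at −0.57. In PMCAO at 24 h, where *Gabra6* did not rise, *Neurod1* was at 0.67 and *Grm4* at −0.59, so these 2 genes do not point to the cerebellum. In the other comparisons the granule cell list lay between −0.11 and −0.04. The hemisphere also expresses genes of the granule cell list, since 8 to 10 of the 11 were above background in each comparison, and regulation by PACAP38 stays open and untested.

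*Slc6a4* and *Tph2* fell with PACAP38 at 6 h in sham and in PMCAO. Raphe tissue in the saline pools may explain this in sham, where 7 other serotonergic markers had a median of −0.26, at percentile 0.295, with *Fev* at −0.36, on arrays that differed in direction, and *Slc18a2* at −0.26. In PMCAO 8 other markers had a median of −0.10, at percentile 20.88, and raphe tissue and a regulation of these genes cannot be told apart there, since their changes were small, from *Gata2* at −0.24 to *Gata3* at 0.03. After normexp and loess at 6 h *Slc6a4* was at 0.590-fold in sham and 0.757-fold in PMCAO, and *Tph2* at 0.593-fold and 0.796-fold. With that setting neither gene was below 0.75-fold in PMCAO. At 24 h *Slc6a4* was at 0.550-fold and *Tph2* at 0.665-fold in PMCAO, below 0 on the log2 scale on both arrays. The raphe list at 24 h was at −0.01 in sham and −0.10 in PMCAO.

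*Prl* was lower and *Cga* higher with PACAP38 at 24 h. Pituitary tissue that holds both genes, in only 1 of the pools, would move both the same way. The log2 ratio of *Cga* in PMCAO at 24 h was 1.78, which argues against that case. It cannot decide on pituitary tissue that differs in make-up between the 2 pools. The pituitary list lay at −0.02 in sham and at 0.00 in PMCAO, over members that went both ways. No biological explanation was tested.

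Of the other lists, hypothalamus markers were at −0.17 in sham and −0.44 in PMCAO at 24 h, and choroid plexus markers at −0.20 and −0.30. The 3 erythrocyte genes were at −0.21 and −0.31 at 24 h. The T cell list was at −0.033 in PMCAO at 6 h and 0.03 at 24 h. The acute ischemia response list was at 0.24 in sham at 6 h and −0.11 at 24 h.

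The channels of sham and PMCAO arrays on one slide were also compared directly, after normalization between arrays. The acute ischemia response list had a median log2 ratio of PMCAO over sham of 1.06 with saline and 1.39 with PACAP38 at 6 h over 18 genes, and of 2.96 and 1.84 at 24 h over 22 genes. With Cy3 channels only, the values at 24 h were 2.92 and 1.85, and with Cy5 channels only 2.88 and 1.79.

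Of the probes past the threshold on both arrays in PMCAO, 455 were up at 6 h and 1543 down at 24 h, and 67 were both, against 17.7 by chance over 39766 probes. Up at both times were 18, against 3.88 by chance, down at both 54, against 25.1, and down at 6 h and up at 24 h 10, against 5.52. All 4 overlaps were above chance, and probes are not independent.

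The transcript of CRMP2, *Dpysl2*, whose protein the paper follows, was at 1.06-fold in sham and, with arrays that differed in direction, 1.05-fold in PMCAO at 24 h with PACAP38 over saline, and at 6 h in PMCAO at 1.23-fold on 1 array, while its other probe was at 0.958-fold there, on arrays that differed in direction. *Prlr* was at 1.11-fold at 6 h in PMCAO and, with arrays that differed in direction, at 1.15-fold at 24 h. *Tnf* fell to 0.271-fold in PMCAO at 24 h, and *Cxcl2* was at least 2.13-fold higher in saline there.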
